# Engineering human bone marrow-derived mesenchymal stromal cell aggregates for enhanced extracellular vesicle secretion in a vertical-wheel bioreactor

**DOI:** 10.3389/fbioe.2025.1664302

**Published:** 2026-01-16

**Authors:** Danyale Berry, Breana Boirie, Mandip Singh, Li Sun, Sunghoon Jung, Yan Li, Changchun Zeng

**Keywords:** 3D aggregates, EV biogenesis, extracellular vesicles, human mesenchymal stem cells, neural inflammation, vertical-wheel bioreactor

## Abstract

**Introduction:**

Human mesenchymal stem/stromal cells (hMSCs) hold significant regenerative potential due to their anti-inflammatory and pro-angiogenic secretome. Three-dimensional (3D) hMSC aggregates secrete extracellular vesicles (EVs) with enhanced immunomodulatory properties compared to 2D cultures. However, the clinical translation of hMSC-EVs remains limited by low production yield. This study investigates scalable EV generation from 3D hMSC aggregates in a novel Vertical-Wheel Bioreactor (VWBR), leveraging shear stress-mediated biochemical cues to enhance EV biogenesis and cargo relevant to nerve regeneration.

**Methods:**

Bone marrow-derived hMSCs were cultured as 3D aggregates in VWBRs and exposed to two different culture media—αMEM/FBS (serum-containing) and DMEM/F12/B27 (serum-free)—under three agitation speeds (25, 40, and 64 rpm). Metabolite analysis and qRT-PCR were performed to assess metabolic activity and EV biogenesis, focusing on ESCRT machinery markers. EVs were isolated and evaluated for yield, size, markers, and microRNA cargo. Functional assays were conducted to measure the effects on EVs on Schwann cells under LPS-induced neural inflammation.

**Results:**

VWBR culture resulted in increased expression of EV biogenesis genes and glycolytic pathway markers compared to static culture. The αMEM/FBS (serum-containing) condition was more robust than DMEM/F12/B27 (serum-free) condition. EV yield (EV number per cell) increased by 3-10 fold (in serum-containing medium) in VWBR compared to static culture, with particle sizes ranging from 120-180 nm and appropriate EV marker expression. microRNA-sequencing showed upregulation of miR-29a-3p, miR-451a, miR-224-5p, miR-16-5p, miR-133a-3p, and miR-143-3p, indicating enhanced EV biogenesis, metabolic reprogramming, and immunomodulatory potential. Functionally, VWBR-derived EVs modulated inflammatory gene expression in Schwann cells exposed to LPS.

**Discussion:**

VWBR-driven hydrodynamics promotes EV biogenesis from 3D hMSC aggregates, improving metabolic activity, EV cargo relevance, and functional efficacy. The resulting EVs exhibit therapeutic cargo capable of modulating neural inflammation. These findings advance understanding of dynamic aggregation on metabolic cues and EV production, demonstrating a scalable strategy for generating therapeutically potent hMSC-EVs for neuropathic and regenerative applications.

## 1 Introduction

Human mesenchymal stem/stromal cells (hMSCs) hold great potential for treatment in regenerative medicine due to the anti-inflammatory and pro-angiogenic secretome (Yin et al., 2019). Due to safety and efficacy concerns associated with stem cell therapy, cell-free approaches utilizing hMSC-derived extracellular vesicles (EVs) have emerged as promising alternative therapeutics. EVs are spherical, lipid-bilayer particles secreted by nearly all cell types (Kumar et al., 2024). EVs are now recognized for their crucial roles in cell-to-cell and cell-to-matrix communication, tissue homeostasis, and various pathophysiological processes (Berumen Sanchez et al., 2021). These vesicles, particularly small size EV subpopulations ranging from ∼30 to 200 nm in average diameter, contain therapeutic cargo reflective of their cell of origin, including growth factors, lipids, proteins, and nucleic acids (Muok et al., 2024; Ene et al., 2025; van Niel et al., 2022; Math et al., 2019; Liu et al., 2024). The targeted delivery of these bioactive molecules facilitates disease modulation, offering an alternative to traditional, more limited treatment methods (Mehrabadi, 2024).

hMSC-derived EVs have shown therapeutic efficacy both *in vitro* and *in vivo* for treating conditions such as inflammatory autoimmune diseases and neurodegenerative disorders (Rather et al., 2023). Li et al. demonstrated that adipose-derived EVs (ADEV) promote the proliferation and migration of dermal papilla cells in alopecia, a dermatological inflammatory disorder (Li et al., 2022). *In vivo*, mice treated with ADEV showed enhanced hair follicle growth and thicker dermis, supported by the activation of Wnt signaling pathway and reduced expression of miR-22 and TNF-α signaling pathways (Li et al., 2022). Zhang et al. utilized human umbilical cord blood MSC (hUCMSC)-derived EVs to promote regenerative wound healing and inhibit scar formation in mice, highlighting the role of miR-21-5p and miR-125-5p in EV cargo (Zhang et al., 2021a). In another study, hUCMSC-derived EVs were combined with a nerve conduit to enhance neuronal neurite growth in rats with sciatic nerve injury, resulting in improved angiogenesis, thicker myelin sheaths, and larger axon diameters compared to the control group (Tang et al., 2024). These studies demonstrate that EVs from hMSCs effectively promote tissue regeneration in various disease models in both *in vitro* and *in vivo* pre-clinical trials. However, the low yield of EV production remains a limitation for clinical applications (Gowen et al., 2020; Grangier et al., 2021).

Traditional two-dimensional (2D) cultures produce a low yield of EVs and batch-to-batch variability between cellular passages (Gowen et al., 2020). Furthermore, 2D culture fails to replicate the native extracellular matrix (ECM) environment, limiting cell-to-cell and cell-to-matrix interactions (Phan et al., 2018). In contrast, three-dimensional (3D) cultures enable cells to form aggregates that more accurately mimic *in vivo* conditions, thereby enhancing EV production (Yuan et al., 2022). Recent studies have highlighted the advantages of culturing hMSCs as 3D aggregates—densely packed spheroids of approximately 500 to 10,000 cells with a hypoxic core that better mimics the *in vivo* microenvironment compared to traditional adherent monolayer cultures (Yuan et al., 2019). In this 3D format, hMSCs exhibit enhanced cell-matrix interactions, signal transduction, paracrine signaling, and therapeutic efficacy (Zhang et al., 2025). These spherical aggregates form tight intercellular junctions facilitated by the expression of adhesion molecules such as N-cadherin, E-cadherin, and integrins, which maximize cell-to-cell communication (Zhang et al., 2025). Moreover, 3D aggregates more closely replicate native ECM microenvironment, thereby improving the functionality and therapeutic potential of hMSC-derived EVs. Helsper et al. demonstrated the therapeutic utility of hMSC aggregates in a rat model of ischemic stroke, showing decreased sodium concentrations following treatment—a potential marker of improved tissue recovery (Helsper et al., 2022). Once formed, the aggregates secrete cytoskeletal and ECM components that stabilize the structure and further enhance paracrine signaling, stemness, differentiation potential, and tissue repair capabilities (Zhang et al., 2025). Given these promising results, hMSC aggregates represent a powerful platform for large-scale EV production, offering notable advantages over 2D cultures, particularly in terms of EV yield and cargo consistency.

Recent studies have utilized Vertical-Wheel Bioreactors (VWBRs) to examine the impact of shear stress on hMSCs cultured on microcarriers, aiming to optimize cell health, enhance metabolite activity, and increase EV biogenesis and cargo expression (Muok et al., 2024; Ene et al., 2025; Jeske et al., 2023; Borys et al., 2021; Lembong et al., 2020; de Sousa Pinto et al., 2019; Otahal et al., 2025). Unlike traditional stirred-tank reactors, the VWBR features a U-shaped vessel that enables even gas and nutrient distribution, ensuring efficient cell suspension while maintaining low shear stress (0.2–0.3 dyn/cm^2^), ∼10 fold lower than traditional stirred tank bioreactors (Borys et al., 2021; Lembong et al., 2020; de Sousa Pinto et al., 2019; Sousa et al., 2015). This design minimizes mechanical forces that could be too harsh for shear-sensitive hMSCs (Borys et al., 2021; Lembong et al., 2020; de Sousa Pinto et al., 2019; Sousa et al., 2015). While previous studies have investigated hMSCs expanded on microcarriers within the VWBR, the behavior and EV production capacity of hMSC 3D aggregates in VWBR remain unexplored.

Dynamic 3D culture conditions, particularly those involving shear stress, have been shown to improve EV yield and enhance the expression of therapeutic cargo (Gowen et al., 2020; Jeske et al., 2023; Yuan et al., 2022). hMSC aggregation has not been successful in traditional spinner flask culture based on our previous experience (Ma et al., 2025). Our previous study compared the effect of shear stress within the VWBR to 2D static culture, investigating the secretion and cargo profile of hMSC-derived EVs (Jeske et al., 2023). hMSC-derived EVs produced under shear stress in the VWBR exhibited elevated levels of EV markers (HRS, syntenin-1, CD81, and CD63) and a significant upregulation of therapeutic miRNAs, including miR-10, 19a, 19b, 21, 30b, 92a, 126, and 132, compared to static 2D culture (Gowen et al., 2020; Jeske et al., 2023; Yuan et al., 2022). The study indicates that shear stress within VWBRs upregulates the endosomal sorting complex required for transport (ESCRT)-dependent and ESCRT-independent EV biogenesis markers compared to 2D culture, leading to increased secretion of miRNAs associated with angiogenesis, wound healing, and neuroprotection (Jeske et al., 2023). These findings underscore the importance of optimizing both biochemical and mechanical culture conditions to enhance EV production and therapeutic efficacy.

This study aims to advance the understanding of dynamic aggregation and metabolic influences on EV production, improving preconditioning techniques for bone marrow hMSC secretome enhancement. This study investigates the influence of biochemical cues and shear stress on EV secretion from 3D hMSC aggregates and cargo expression using the VWBR, focusing on nerve regeneration and neuropathic treatment (Muok et al., 2024; Jeske et al., 2023). The hypothesis of this study is that the low shear environment of VWBR enables the bone marrow hMSC aggregation for EV generation, while media composition would modulate EV cargo profiles and metabolic state. In this study, two types of culture media were utilized to examine the impact of biochemical cues on EV production: αMEM/FBS, a standard MSC serum-containing growth medium, and serum-free DMEM/F12/B27, commonly utilized in cellular differentiation and containing additional amino acids, vitamins, and growth factors that may influence EV cargo composition and metabolic state. Shear stress was applied through three agitation speeds (25, 40, and 64 rpm), selected based on our previous work demonstrating that these parameters promote increased EV biogenesis while maintaining cell viability (Jeske et al., 2023). hMSCs were characterized through metabolite analyses and gene expression, focusing on EV ESCRT machinery markers. microRNA-sequencing for 3D hMSC EV cargo was analyzed. *In vitro* inflammation studies were conducted using the Schwann cell-based functional assay. Together, these investigations were expected to provide a systematic framework for understanding how dynamic culture and microenvironmental factors influence bone marrow hMSC EV biogenesis, therapeutic cargo, and functional efficacy. This study established a scalable culture system to produce EVs from hMSC 3D aggregates as cell-free therapeutics for treating neurological disorders.

## 2 Materials and methods

### 2.1 hMSC 2-D culture expansion

Bone marrow-derived hMSCs (BM-hMSCs, purchased from Lonza Walkersville Inc.) isolated from healthy donor human bone marrow mononuclear cells were cryopreserved at passage two in CryoStor CS10 (StemCell Technologies, Vancouver, Canada) for long-term storage (Jeske et al., 2023). To establish a working cell bank (WCB) for the study, BM-hMSCs were thawed and seeded at a density of 15,000 cells/cm^2^ into Corning Cell-BIND T-25 cm^2^, T-75 cm^2^, and T-175 cm^2^ flasks. Cells were maintained under standard conditions (37 °C, 5% CO_2,_ 20% O_2_) in complete culture medium (CCM) of α-Minimum Essential Medium (αMEM, Thermo Fisher Scientific Inc., Waltham, MA, USA) supplemented with 10% fetal bovine serum (FBS, Atlanta Biologicals, Lawrenceville, GA) and 1% Penicillin/Streptomycin. Media changes were performed on days 2 and 3, then harvested and passaged on day 4 utilizing 0.05% Trypsin-EDTA (Thermo Fisher Scientific). At passage 5, all cells were cryopreserved at 4 × 10^6^ cells per vial in CryoStar CS10 for subsequent experiments, as illustrated in Figure 1A.

**FIGURE 1:**
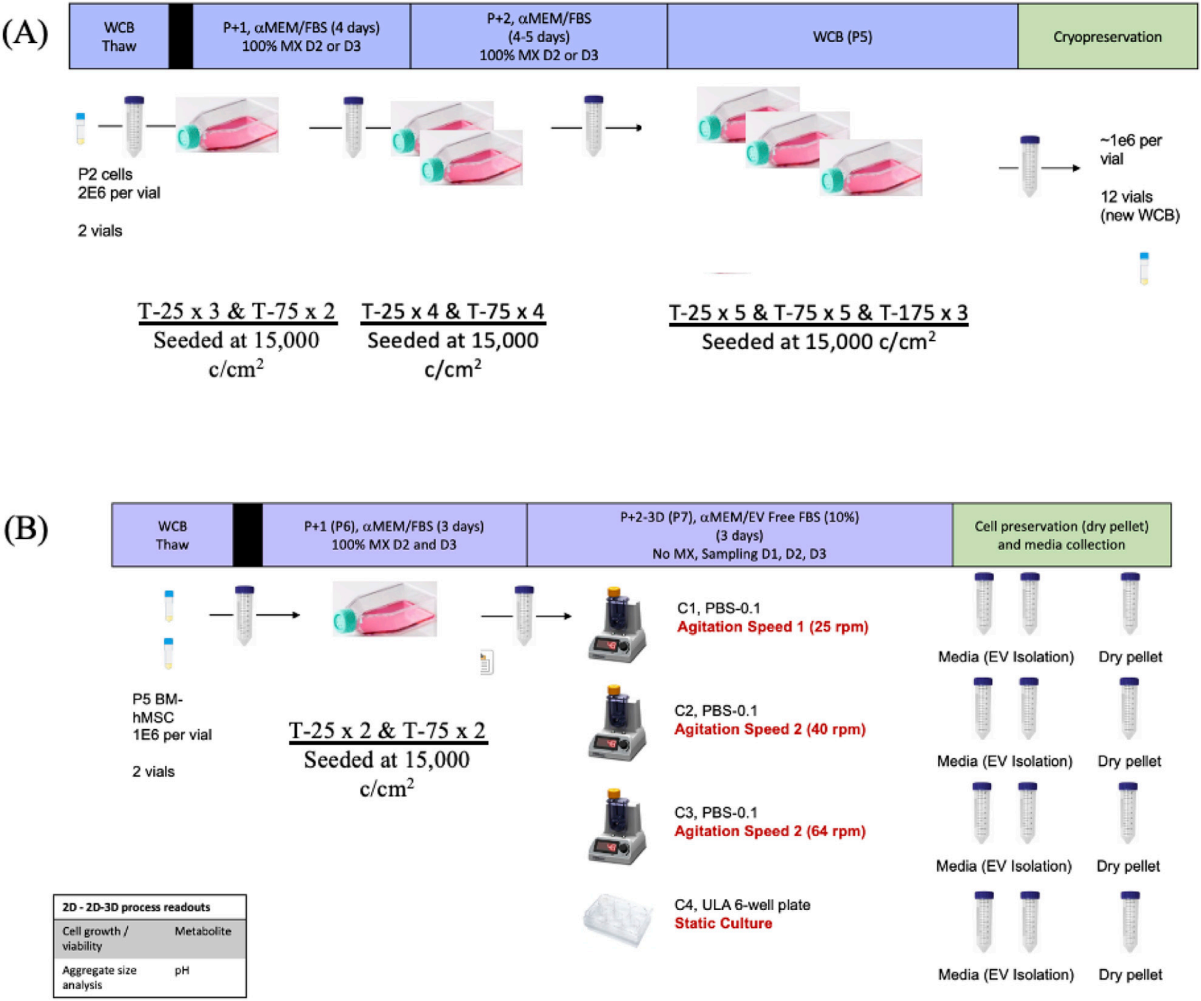
Schematic illustration of the experimental design. Experimental illustrations to establish Working Cell Bank (WCB) for the entire experiment **(A)** and flow of experiment from thaw to harvest from bioreactor culture **(B)**.

### 2.2 Aggregate-based hMSC culture expansion in vertical-wheel bioreactors

For each experiment, two vials from the WCB (4 × 10^6^ cells per vial) were thawed and seeded into Corning Cell-BIND T-25 cm^2^ and T-75 cm^2^ within CCM at passage 6. Once confluent, 0.05% Trypsin-EDTA was utilized to harvest BM-hMSCs, and assessed for cell number and viability using the Via 1-Cassette™ (ChemoMetec, Bohemia, NY, USA) to ensure an adequate number of cells for seeding into the VWBR (PBS Biotech Inc., Camarillo, CA, USA). The 0.1 L vessels were first filled to the seeding volume of 80 mL with either EV-depleted αMEM/FBS (Experiment 1) as serum-containing medium or Dulbecco’s Modified Eagle Medium: Nutrient Mixture F12 (DMEM/F12) (Thermo Fisher Scientific) plus 2% B27 serum-free supplement (Thermo Fisher Scientific), referred as DMEM/F12/B27 (Experiment 2) as serum-free medium. The EV-depleted FBS was prepared through ultracentrifugation (i.e., FBS was ultracentrifuged at 100,000 g for 18 h to remove particle and EVs). Each vessel was inoculated at 20,000 cells/mL, relative to a final working volume of 100 mL/vessel. During inoculation, vessels were agitated at 20 rpm, after which the agitation speed was adjusted to the experimental conditions of 25 rpm, 40 rpm, or 64 rpm. Daily sampling assessed cell count, pH, metabolite levels, and imaging. After 3 days of culture, each vessel was harvested for cellular analysis and EV collection.

Simultaneously with the bioreactor culture, BM-hMSCs were seeded at 100,000 cells/well in an ultra-low attachment (ULA) 6-well plate (Corning, Corning Incorporated Inc.). Cells were cultured under standard conditions in either EV-depleted αMEM/FBS (Experiment 1) or DMEM/F12/B27 (Experiment 2). After 3 days, cells were harvested, and the culture media was collected for EV analysis. Each experiment was conducted in triplicate. The complete experimental plan from WCB thaw to cellular and EV collection is illustrated in Figure 1B. To accurately assess the effect of agitation and media type on cellular viability and proliferation, daily sampling of the VWBR was conducted to analyze the cellular environment throughout the experiment. Daily measurements included cell number, pH value of the media, metabolite measurements, and imaging. Upon harvest, cells were pelleted and frozen for reverse transcription and quantitative polymerase chain reaction (qRT-PCR) analysis, while the culture media was collected for EV isolation. Isolated EVs were characterized with NTA and Western blot to confirm EV marker expression.

### 2.3 Cell number, pH values, and metabolite analysis during bioreactor culture

The agitation speed was temporarily adjusted to 20 rpm to perform sampling from the bioreactors. A total of 3 mL of culture was collected daily (the volume was replenished) over the 3-day experiment for cell count, imaging, and metabolite analysis. 1 mL of the sample was immediately analyzed using the BioProfile Flex2 (Nova Biomedical, Waltham, MA, USA) to assess gas exchange and metabolite consumption in the cell culture. Another 1 mL was loaded into a Via1-Cassette^TM^ and analyzed using the NucleoCounter NC-200 (ChemoMetec, Bohemia, NY, USA) to determine cell count and viability. The remaining 1 mL of media was transferred to a 6-well plate and imaged using a microscope to assess cell morphology and aggregation. For the 2D culture, cells were not imaged or counted daily, but were analyzed upon harvest on the final day of culture.

### 2.4 Cell harvesting and sample processing

To harvest, each bioreactor was removed from agitation and allowed to settle. The media from the VWBRs and ULA 6-well plates were collected and centrifuged at 500 rpm for 5 min to separate the cells from the conditioned media. The collected cell pellets were stored at −80 °C for subsequent mRNA isolation and qRT-PCR analysis. The conditioned media was also stored at −80 °C to allow for EV isolation using differential centrifugation, allowing for the assessment of EV size and concentration in response to cellular metabolism and agitation.

### 2.5 EV isolation by differential ultracentrifugation

Differential ultracentrifugation was used to isolate the BM-hMSC-derived EVs from the collected media. Initially, the media was centrifuged at 500 *g* for 5 min at 4 °C to remove cell debris. The supernatant was collected and recentrifuged at 2000 g for 10 min at 4 °C, followed by a final centrifugation step at 10,000 g for 30 min at 4 °C to further eliminate large vesicles and apoptotic bodies. The remaining supernatant was mixed by inversion with a 16% (wt/vol) polyethylene glycol (PEG) solution at a 1:1 volume ratio and incubated overnight at 4 °C to facilitate EV precipitation. Following overnight incubation, the solution was centrifuged at 10,000 g for 70 min at 4 °C, after which the supernatant was carefully removed, and the pellet was allowed to dry by inverting the conical tube. Each pellet was then resuspended in 1 mL of particle-free PBS and subjected to ultracentrifugation at 100,000 g for 2 h at 4 °C. The final supernatant was removed, and the EV pellet was resuspended in 200 μL of PBS, then stored at −80 °C until further characterization.

### 2.6 Nanotracking particle analysis (NTA)

NTA was performed on the isolated EV samples from each experimental condition to assess particle size distribution and concentration. Each measurement was conducted in triplicate using the ZetaView® (TWIN PMX-220, Ammersee, Germany) instrument to ensure accuracy. The software within the ZetaView® system calculated the mean and mode size distribution and the particle concentration per mL of solution, accounting for the dilution factor. For each measurement, 50 μL of EV sample was diluted into 10 mL of particle-free PBS, resulting in a 200x dilution. The measurement chamber was thoroughly cleaned with particle-free PBS between each sample run to prevent cross-contamination.

### 2.7 Western blot analysis

Western blot analysis was performed to confirm the presence of EVs by identifying specific EV-associated proteins. Protein separation was achieved through gel electrophoresis. Protein content within the EVs was quantified using a Bradford assay (Bio-Rad, Hercules, CA, USA). For the assay, EVs were lysed in radio-immunoprecipitation assay (RIPA) buffer, and protein concentration was determined against a stand curve generated from serial dilutions of bovine serum albumin (BSA) ranging from 50 to 1500 μg/mL. Upon addition of Commassie Brillian Blue G-250 dye, protein-dye binding led to a colorimetric shift from brown to blue, which was measured using a microplate reader at an absorbance level of 660 nm. The resulting absorbance values were calculated based on the BSA standard curve, and the EV lysates were normalized to 20 μg/mL.

Following protein quantification, EV samples were denatured at 95 °C for 10 min, loaded into gel wells, and subjected to electrophoresis at 150 V for 2 h. After separation, the proteins were transferred to a nitrocellulose membrane and stained with Ponceau S to confirm transfer efficiency. The membrane was blocked using 5% skim milk (w/v) in Tris-buffered saline with Tween 20 (TBST) for 1 h, then incubated overnight at 4 °C with primary antibodies (Supplementary Table S1). The next day, membranes were washed with TBST, incubated with secondary antibodies for 1 h, and washed again with TBST. Membranes were then sealed in plastic lamination sheets and imaged with the LI-COR Odyssey (LI-COR) imaging system using chemiluminescence mode to visualize protein bands. In addition to positive EV marker proteins, the absence of calnexin, a negative EV marker for cellular expression was confirmed (Supplementary Figure S1).

### 2.8 Reverse transcription and quantitative polymerase chain reaction (qRT-PCR)

After harvesting, cells were frozen as dry pellets at −80 °C to preserve RNA integrity. Cellular mRNA was isolated using the RNeasy Plus Kit (Qiagen, Valencia, CA, USA) following the manufacturer’s protocol to ensure high-purity RNA free of DNA contamination. The purity of the mRNA concentration was assessed using a Nanodrop spectrophotometer (Thermo Fisher Scientific), ensuring A260/A280 ratios fell within the optimal range (1.8-2.2) for high-quality mRNA. Following isolation, qRT-PCR analysis was conducted to assess gene expression levels. Genes of interest include those involved in EV biogenesis, specifically ESCRT-independent and ESCRT-dependent pathways, as well as genes associated with pentose phosphate metabolism and glycolysis, which are crucial for cellular energy balance and EV secretion. Reverse transcription was carried out according to the manufacturer’s instructions using 2 ng of total mRNA, anchored oligo-dT primers (Operon, Huntsville, AL), and Superscript III (Invitrogen, Carlsbad, CA, USA). The software Oligo Explorer 1.2Primers (Genelink, Hawthorne, NY, USA) was used to design the real-time PCR primers specific for target genes (Supplementary Table S2). For normalization of expression levels, β-actin (ACTB) was used as an endogenous control. Using SYBR1 Green PCR Master Mix (Applied Biosystems, Foster City, CA, USA), real-time PCR reactions were performed on an ABI7500 instrument (Applied Biosystems). The amplification reactions were performed as follows: 2 min at 50 °C, 10 min at 95 °C, and 40 cycles of 95 °C for 15 s and 55 °C for 30 s, and 68 °C for 30 s following with a melt curve analysis. Relative mRNA expression levels were quantified using the comparative Ct (ΔΔCt) method. Ct values of target genes were normalized to the housekeeping gene to obtain ΔCt values. Relative fold change in expression was calculated as $2^{-\left(\Delta {\text{Ct}}_{\text{treatmet}}-\Delta {\text{Ct}}_{\text{control}}\right)}$ where ΔC utilized to quantify relative gene expression, comparing gene expression between bioreactor samples and the control.

### 2.9 Transmission electron microscopy (TEM)

TEM was utilized to confirm the isolated EVs’ morphology, size, and integrity following the methodology as demonstrated in our previous publication (Marzano et al., 2025). This technique provides high-resolution imaging to validate the presence of lipid bilayer-enclosed EVs. Briefly, EV isolates were resuspended in 50–100 μL of sterile-filtered PBS to maintain particle stability. Five μL of intact EVs were carefully pipetted for sample preparation onto Parafilm to prevent excess sample loss. A carbon-coated 400 Hex Mesh Copper grid (Electron Microscopy Sciences, EMS) was then placed coating side down onto each EV droplet using fine-tip forceps and incubated for 1 h at room temperature to allow absorption.

Following incubation, grids were washed three times with sterile-filtered PBS to remove any unbound material. To preserve EV structure, samples were fixed in 2% paraformaldehyde (PFA, EM Grade) for 10 min at room temperature. After fixation, grids were transferred onto a 20-μL drop of 2.5% glutaraldehyde (EM Grade) and incubated for an additional 10 min to enhance structural stability. The samples were then negatively stained using 2% uranyl acetate (EMS grade) for 10 min, which provides contrast for TEM imaging. Grids were incubated in 0.13% methyl cellulose combined with 0.4% uranyl acetate for 10 min before excess solution was carefully removed to further stabilize and embed the EVs. The coated side of the grids was left to air dry before imaging using the Hitachi HT7800 electron microscope housed at Florida State University (Lässer et al., 1940). High-resolution images were captured to analyze EV morphology, ensuring the vesicles exhibited a spherical structure with a distinct lipid bilayer.

### 2.10 Small RNA sequencing for EV miRNA cargo analysis

EV-associated miRs were isolated and sequenced in triplicate. EV samples were treated with RNase (ThermoFisher, AM2294) to final concentration of 50 ng/mL, at room temperature for 30 min. RNase inhibitor (NEB, M0314) and PCR grade water were added to EV samples to make a total volume of 200 μL. miRs were isolated by adding 600 μL Trizol LS (ThermoFisher, 10,296,010) according to manufacturer’s instruction. To increase the yield of small RNAs, three volumes of 100% ethanol and linear acrylamide (VWR, 97063–560) were used instead of isopropyl alcohol and incubation time was also increased to overnight at −20 °C. The isolated RNAs were quantified by Qubit microRNA assay kit (ThermoFisher, Q32880). Small RNA libraries (using equal RNA mass) were generated with NEBNext Multiplex Small RNA Library Prep Set for Illumina (NEB; E7300). To increase yield and prevent primer/adaptor dimer, 3’ SR primer was diluted to 1:5 and ligation time was increased to overnight at 16 °C. Similar to mRNA-seq library preparation, HS DNA chip and KAPA library quantification kit were used before submitting to sequencing by Illumina NovaSeq 6,000 in Florida State University College of Medicine Translational lab.

Raw data for miR-seq were submitted to OASIS online miR analysis tool to identify small RNAs on Human reference genome hg38. Differential expressed miRs were analyzed by both OASIS and miRNet using default settings. RNA-seq data was analyzed by NetworkAnalyst 3.0. Genes with counts less than 10, variance less than 10% and unannotated were filtered and normalized by Log2-counts per million. Differentially expressed genes (DEGs) were identified by DEseq2. Heatmap of globe differential expressed genes and gene enriched pathways were also visualized by the same online tool.

### 2.11 EV-treated schwann cell functional assay

Human Schwann cells (SC), as described in our previous study (Khan et al., 2025), were utilized in this functional assay to evaluate the treatment capabilities of the hMSC-derived EVs isolated from each experimental condition at 25 rpm, 40 rpm, and 64 rpm within the αMEM and DMEM experimental groups. The SCs were seeded at a density of 50,000 cells per well in a 12-well plate, and cultured under standard conditions of 5% CO_2_ and 20% O_2_ at 37 °C. The media consisted of high-glucose DMEM, supplemented with 10% FBS and 1% penicillin-streptomycin. The SCs were treated with lipopolysaccharide (LPS) at a 500 ng/mL concentration for 8 h. Following the LPS treatment, the SCs received hMSC-derived EVs isolated from each experimental condition, at a ratio of 1000:1 EVs per cell, for 24 h (Liu et al., 2024). The dose of EVs was standardized across all conditions to ensure consistent treatment across the experimental groups. After the 24-h EV treatment period, the SCs were harvested for qRT-PCR analysis to assess the expression of key pro-inflammatory and anti-inflammatory genes, investigating EV modulation on SC inflammatory response.

### 2.12 miR-21 loading to hMSC EVs

hMSC EVs (12 μL, 1 × 10^10^ particles/µL) were mixed with miR-21 oligo (8 μL, 100 µM) diluted in 200 µL Electroporation buffer (HEPES pH 7.4, 10 mM, Sucrose 285 mM, MgCl_2_ 1.5 mM). The mixture was transferred into the cuvettes (0.4 cm), and electroporated on the Gene Pulser Xcell system (BD) with the setting of square wave, 750V, 5 m length, 10 pulses, 5 s interval. After electroporation, the mixture was incubated with RNase A (0.5 mg/mL) at 37 °C for 20 min to remove un-incorporated miR oligos. hMSC EVs without miR-21 oligo, and only miR-21 oligo was performed at the same time and procedure as control. Total RNA was isolated by Trizol, quantified by Qubit small RNA quantification kit and miR-21 level was quantified by qScript miR quantification kit with miR-21 specific primer.

### 2.13 Statistical analysis

Each bioreactor run was performed independently in triplicate to ensure reproducibility and reliability of the results. The data are presented as means ± standard deviation (SD). For RT-PCR analysis, raw Ct values were calculated into relative expression values using ΔΔCt method and expressed as log_2_ fold changes, which improves normality and stabilizes variance across groups. A one-way analysis of variance (ANOVA) was conducted to assess statistical differences between groups, followed by Tukey’s *post hoc* test for pairwise comparisons of multiple groups. A Student’s t-test was applied to determine statistical significance for direct comparisons between two conditions. A p-value <0.05 was considered statistically significant.

## 3 Results

### 3.1 BM-hMSC aggregation within VWBRs

BM-hMSCs were expanded in Corning CellBIND T-flasks to establish a working cell bank (WCB, Supplementary Figure S2). A vial from the WCB was thawed, expanded, and inoculated into PBS 0.1 L bioreactor systems according to the manufacturer’s protocol, with ULA 6-well plate cultures as static controls. To evaluate the impact of different culture conditions on EV production, BM-hMSC aggregates were subjected to agitation speeds of 25, 40, and 64 rpm within αMEM/FBS (serum-containing) or DMEM/F12/B27 (serum-free) based media. After 3 days, cells and EVs from each vessel were harvested. Each experiment was conducted independently in triplicate. Data from the αMEM-Run 1 and DMEM-Run 3 experimental groups are presented as representative results with additional runs in the Supplementary Material (Figure 2; Supplementary Figures S3, S4).

**FIGURE 2:**
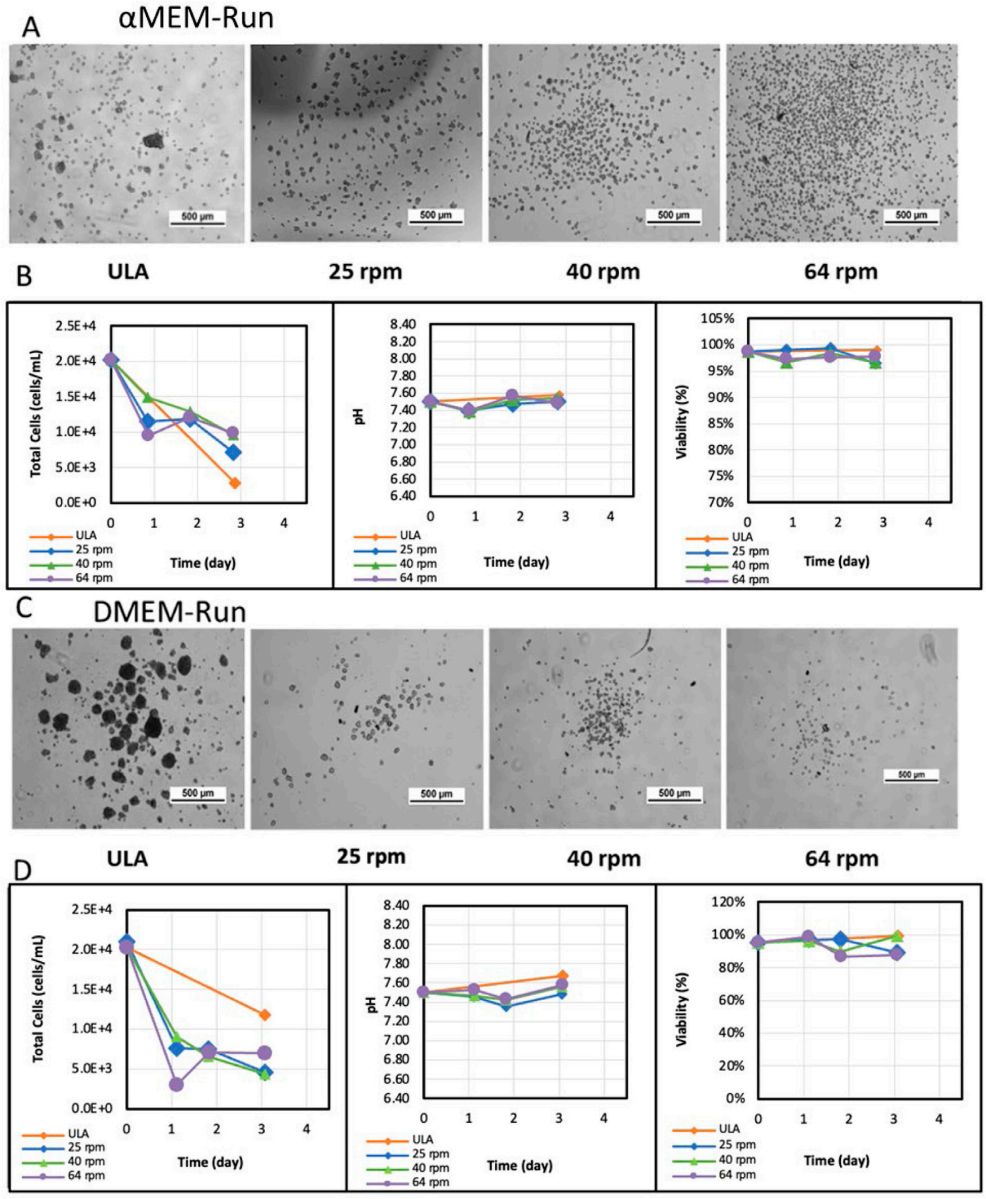
BM-hMSC aggregate images, total cell count, pH, and cellular viability for VWBR runs. Experiment condition one within αMEM/FBS media: **(A)** cell morphology, and **(B)** cellular behaviors: cell concentration, pH value of the spent culture media, and cell viability. Experiment condition 2 with DMEM/B27 media: **(C)** cell morphology, and **(D)** cellular behaviors: cell concentration, pH value of the spent culture media, and cell viability. Note: Daily counts for ULA were not performed due to sampling constraints; endpoint only.

hMSC aggregates were formed for all the conditions of αMEM/FBS conditions (Figure 2A; Supplementary Figure S3). VWBR conditions had more uniform size of hMSC aggregates than the ULA static control. At higher agitation speeds, hBM-MSCs exhibited reduced formation of large aggregates, suggesting that increased turbulence influences aggregate morphology and size. Daily sampling of the bioreactors revealed a progressive decrease in cell count per mL of media across all conditions (Figure 2B). At inoculation, the initial seeding density in all conditions was 2.0 × 10^4^ cells/mL. Cell numbers steadily declined by approximately 0.5-fold per day throughout the experiment, while viability remained consistently high, between 97%–99% for αMEM cultures and 80%–84% for DMEM cultures following initial measurement after inoculation. The pH of the culture environment fluctuated between 7.4 and 7.5, with no significant differences observed between conditions. In DMEM/F12/B27 conditions, VWBR conditions produced uniform and small hMSC aggregates compared to the ULA static control (Figure 2C; Supplementary Figure S4). Cell numbers, pH values, and viability showed the similar trends to the αMEM/FBS conditions (Figure 2D). The ULA 6-well condition did not have sufficient samples for these analyses, but this condition has been reported in our previous study (Jeske et al., 2022).

### 3.2 Analysis of BM-hMSC aggregate metabolism and EV biogenesis

Metabolite data revealed distinct metabolic adaptations across culture conditions in VWBR conditions compared to static controls. In αMEM/FBS cultures, lactate levels progressively increased, particularly at 64 rpm (Figure 3Aa). The ULA group showed higher lactate concentration at day 3 than the VWBR condition. Glucose consumption remained stable across all conditions, supporting sustained metabolic activity regardless of agitation speed. The lactate production to glucose consumption mol/mol ratio (the theoretical range is 1.0–2.0) was ∼2.7 which may be influenced by low overall glucose utilization, consistent with enhanced anaerobic metabolism. Collectively, these trends suggest a shift toward glycolytic metabolism under dynamic culture, marked by increased lactate production. For glutamine metabolism, concentrations declined from 1.0 mM to ∼0.8 mM in all conditions (Figure 3Ab). Ammonia levels increased while glutamate rose slightly, yielding an ammonia/glutamine mol/mol ratio of ∼1.0–1.2 (Figure 3Ac). Ion concentrations were notably higher in ULA cultures compared to VWBRs, including sodium (∼170 mM vs. 150 mM), potassium (∼7.0 mM vs. 6.0 mM), and calcium (∼1.8 mM vs. 1.5 mM).

**FIGURE 3:**
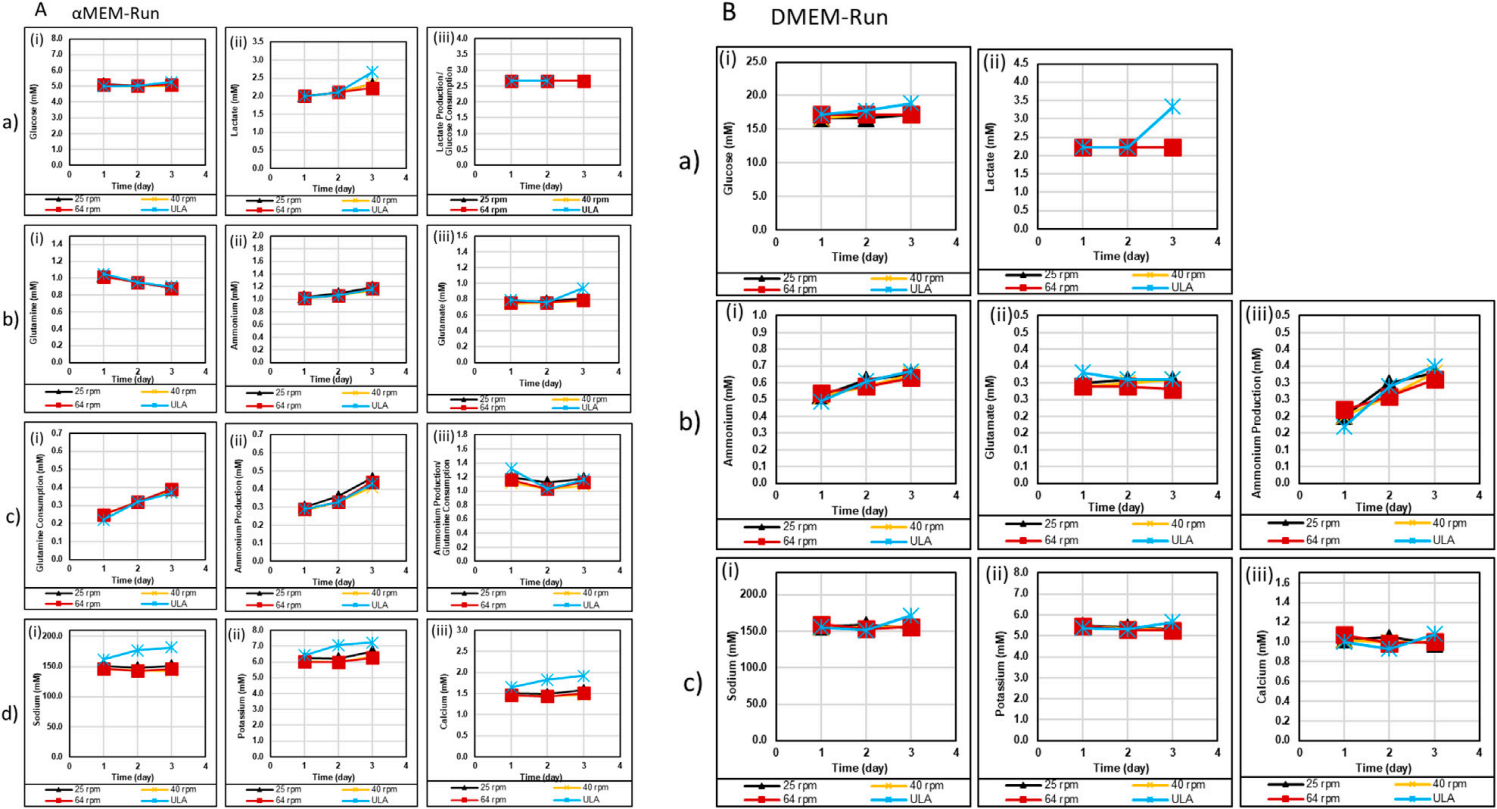
Metabolite analysis acquired from BioProfile Flex2 for αMEM/FBS Run **(A)** and DMEM/F12/B27 Run **(B)**. In **(A) (a)** glucose (i) and lactate (ii) concentrations; (iii) Lactate Production/Glucose Consumption ratio (mol/mol); **(b)** glutamine (i), ammonia (ii), and glutamate (iii) concentrations; **(c)** glutamine consumption (i) and ammonia production (ii) concentrations; (iii) ammonia Production/Glutamine Consumption ratio (mol/mol); **(d)** iron concentrations: (i) Sodium, (ii) Potassium; (iii) Calcium. In **(B) (a)** glucose (i) and lactate (ii) concentrations; **(b)** ammonia (i) and glutamate (ii) concentrations; (iii) ammonia production; **(c)** iron concentrations. (i) Sodium, (ii) Potassium; (iii) Calcium. In **(A) (a)** ULA day 3 lactate production to glucose consumption ratio cannot be determined since the glucose consumption was undetectable (i.e., with a value of ∼0).

In DMEM/F12/B27 cultures with high baseline glucose concentrations (Figure 3Ba), significant glucose consumption cannot be detected; therefore lactate production/glucose consumption ratios could not be calculated. Lactate production remained consistent, aside from a notable outlier at 40 rpm. Glutamine levels were not able to be measured due to the use of Glutamax. Though ammonia accumulation was observed across all conditions (Figure 3Bb). Ion concentrations were similar between ULA and VWBR groups, with sodium at ∼160 mM, potassium at ∼5.5 mM, and calcium at ∼1.0 mM (Figure 3Bc). Differences in metabolite trends likely reflect the different nutrient composition of DMEM/F12/B27, which contains more vitamins and amino acids than the αMEM formulation, which is supplemented by nutrients of FBS. Based on metabolite data and culture morphology, DMEM/F12/B27 conditions did not support as robust hMSC aggregate formation as αMEM/FBS conditions. The aMEM/FBS conditions were focused in the subsequent experiments.

Following mRNA isolation, qRT-PCR data revealed that BM-hMSCs cultured in αMEM/FBS at 64 rpm exhibited the highest expression of EV biogenesis compared to the static control (ULA 6-well plate) and 40 rpm condition (Figure 4). The 25 rpm did not get sufficient mRNA for the analysis. Among ESCRT-independent genes, *SMPD2*, *SMPD3*, *RAB27a*, and *RAB27b* were all significantly upregulated (∼1.5–2.5-fold) under dynamic VWBR conditions (64 rpm) compared to ULA (Figure 4a). *SMPD3* expression was elevated at 64 rpm relative to 40 rpm, while *RAB27a* and *RAB27b* were significantly upregulated under both dynamic conditions. *SMPD3* enhances EV generation, and *RAB27a* promotes EV docking to the plasma membrane, further supporting the role of dynamic culture in promoting EV release. The analyzed ESCRT-dependent genes include *STAM1, ALIX, TSG101*, and *HRS*, essential for endosomal budding, selective cargo sorting, and MVB formation leading to EV release. *STAM1*, *TSG101,* and *HRS* were significantly upregulated (∼1.3-2 fold) in dynamic VWBR cultures compared to ULA, with *TSG101* showing an additional increase at 64 rpm (Figure 4b). *TSG101* is critical for membrane budding during EV formation, while *STAM1* supports selective cargo sorting. *ALIX* expression did not show statistically significant change compared to the ULA control. Collectively, VWBR promoted 7 out of 8 EV biogenesis genes for αMEM/FBS conditions. For DMEM/F12/B27 conditions, VWBR promoted 4 out of 8 EV biogenesis genes including *Rab27a*, *SMPD2, SMPD3*, and *STAM1*, in particular at 40 rpm (Supplementary Figure S5).

**FIGURE 4:**
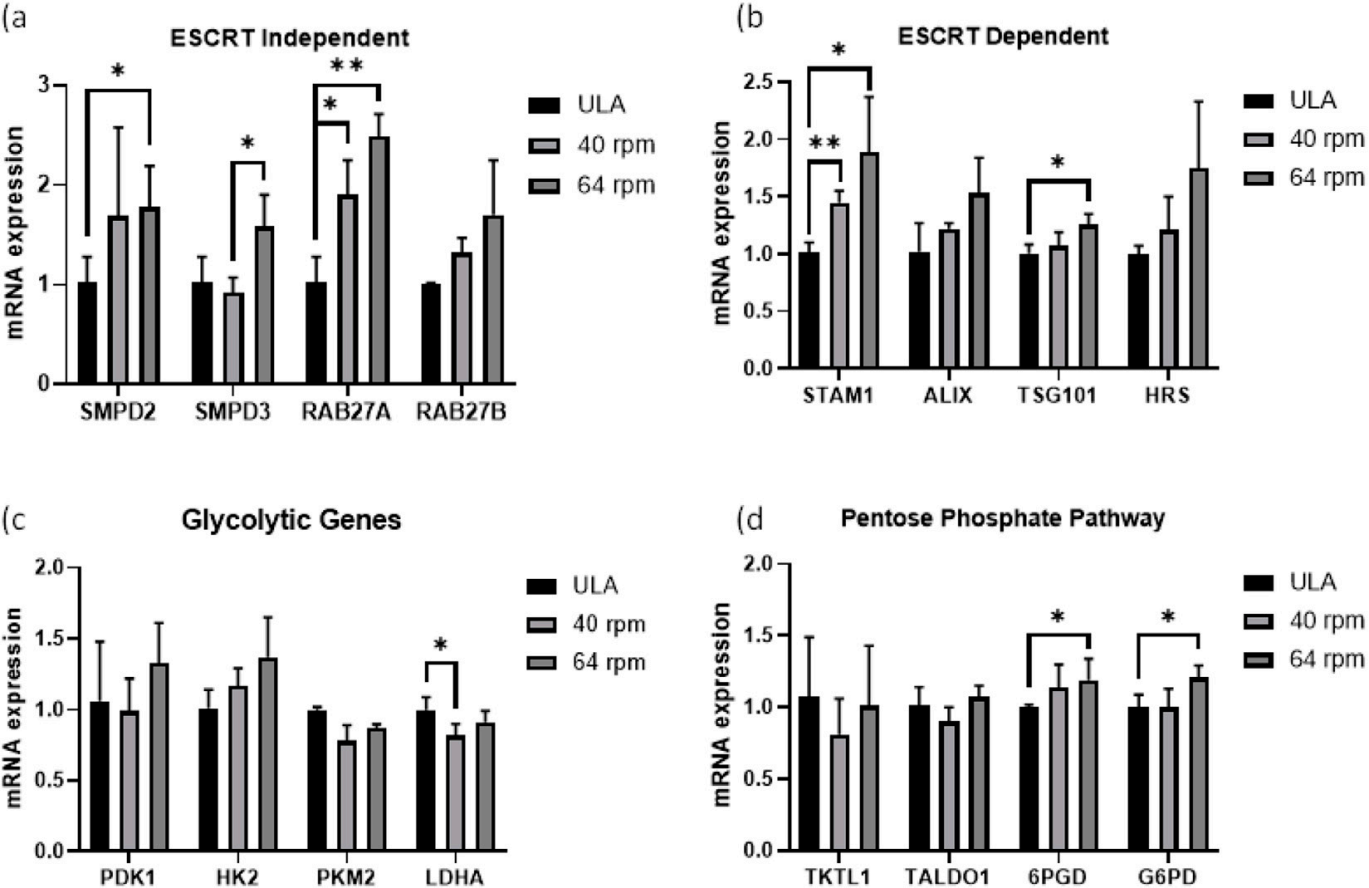
qRT-PCR analysis for mRNA expression of EV biogenesis and metabolic markers in hBM-MSCs. The comparison was performed for VWBR culture (agitation speeds of 40 and 64 rpm) to the static ULA control within αMEM-Run. **(a)** ESCRT independent EV biogenesis genes; **(b)** ESCRT dependent EV biogenesis genes; **(c)** glycolytic genes, **(d)** Pentose phosphate pathway genes. N = 3 (biological replicates from representative bioreactor run), * indicates p < 0.05 and ** indicates p < 0.01.

Metabolic gene expression showed modest changes. *PDK1* and hexokinase-2 (*HK2*) were not statistically different across conditions, whereas *LDHA* and *PKM2* were slightly higher in ULA compared to 40 rpm VWBR (Figure 4c). In contrast, *6PGD* and *G6PD*, a key enzyme of the pentose phosphate pathway (PPP), were significantly upregulated at 64 rpm compared to the ULA static condition (Figure 4d). The observed increase in PPP-related gene expression under higher agitation conditions reflects both enhanced glycolytic flux for ATP generation and PPP activation for NADPH production indicating a shift toward redox regulation and metabolic adaptation. In particular, upregulation of *G6PD* in αMEM/FBS cultures supports increased NADPH production via PPP activation (Zhang et al., 2021b). Taken together, these results show that αMEM/FBS cultures in VWBR favor glycolysis and PPP activation. DMEM/F12/B27 runs were not analyzed due to insufficient samples.

### 3.3 Analysis of secreted EVs for size, yield, morphology, and EV markers

The EVs were isolated from the spent media and characterized by NTA for EV size and yield (Figure 5; Supplementary Figure S6; Supplementary Table S3). EV yields in αMEM/FBS increased significantly with higher agitation speeds, from 2 × 10^2^ EVs per cell at ULA control to 1.5-2.5 × 10^3^ EVs per cell at 64 rpm, representing a ∼10-fold increase (Figure 5a). These findings indicate that dynamic culture promotes EV release. In contrast, within DMEM/F12/B27, EV secretion showed a modest increase with agitation, with the 64 rpm condition reaching significance (from 3 × 10^3^ to 4.5 × 10^3^ EVs per cell) compared to the ULA control. Additionally, average EV size was consistent across all culture conditions in the range of 30–200 nm. αMEM/FBS conditions had EV size of 140–160 nm. For DMEM/F12/B27 conditions, EV size slightly increased under VWBR conditions (140 nm–150–160 nm) (Figure 5b). These results indicate that mechanical stimulation in VWBRs does not alter EV size or membrane integrity, but increases the EV yield, consistent with previous finding from our group (Jeske et al., 2023).

**FIGURE 5:**
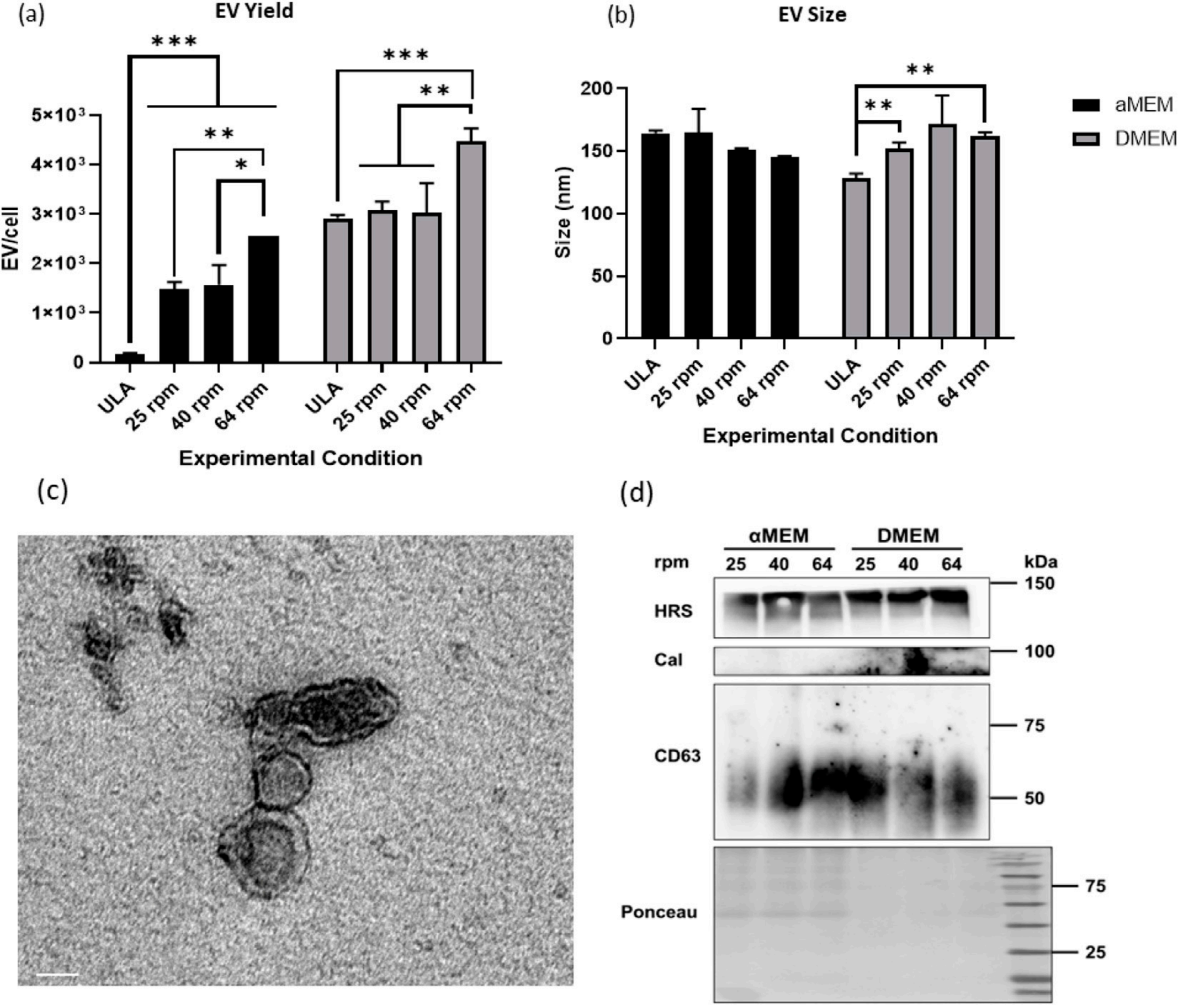
Analysis of secreted EVs for size, yield, morphology and EV markers. NTA data from EV isolation from each experimental condition, including size **(a)** and concentration **(b)**. **(c)** TEM image for EV morphology. Scale bar: 60 nm. **(d)** Western blot analysis for EV markers. N = 3 (biological replicates from three bioreactor runs), * indicates p < 0.05 and ** indicates p < 0.01. ***indicates p < 0.001.

TEM imaging verified the intact concave shape morphology of EVs, reinforcing the reliability of the isolation process of differential centrifugation (Figure 5c). Western blot analysis confirms the presence of positive EV markers, *CD63* and *HRS*. In contrast, the absence of *Calnexin* (negative EV marker) signal confirmed low cellular contamination (Figure 5d). The combination of media composition and mechanical agitation reflects its influence on cellular metabolism and ultimately EV secretion. While PPP-related gene expression in αMEM/FBS was higher under dynamic 3D culture conditions, direct comparison to DMEM/F12/B27 could not be performed due to limitations in RNA yield from these samples as hMSC aggregation in serum-free medium is not robust. For DMEM/F12/B27 conditions, an inverse relationship is observed between EV concentration and size with increasing agitation speed, highlighting the impact of mechanical shear force on vesicle secretion in a serum-free medium.

### 3.4 Analysis of miRNA cargo in the secreted EVs

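The miRNA cargo was measured in 6 small RNA libraries, 3 from EVs of 2D cultures and 3 from EVs of 3D aggregates of BM-hMSCs, which are multipotent stromal cells expanded from bone marrow. The legend of Figure 6 gives an agitation of 40 rpm for the 3D culture, and the methods give harvest after 3 days in the vertical-wheel bioreactor. The sample labels instead describe aggregates on a rocking platform at 20 rockings per minute with EV collection over 48 h in medium with EV-depleted serum, and they name another source of the cells, so the samples were grouped as 2D and 3D, on which both descriptions agree. EVs had been treated with RNase at 50 ng/mL for 30 min before RNA isolation, so that RNA outside vesicles would be digested, and equal RNA masses entered the libraries. The authors submitted the reads to the OASIS online tool on the human genome hg38 and deposited whole-number counts for 2588 mature miRNA names. The library kit is not described as carrying molecular identifiers, so copies made by PCR are counted. The 3 libraries of 2D EVs held 24311, 27392 and 13025 miRNA counts, and the 3 libraries of 3D EVs held 16945, 18464 and 19089. Of the listed names, 608 had at least 1 count, 252 had a total of at least 10, and 85 passed the default expression filter of edgeR. These 85 names took between 94.7% and 96.5% of the counts of each library. Counts were scaled by TMM, written as CPM where levels are given (counts scaled to a common library total), and tested with the quasi-likelihood test of edgeR, with Benjamini-Hochberg adjustment over the 85 names, and fold changes are given as 3D against 2D. Simulated libraries, 3 per group, had the library totals multiplied by their TMM factors and a dispersion of 0.156. In them the test called 80.6% of the tested names changed 4-fold and 21.6% of those changed 2-fold. The 85 tested names have a dispersion of 0.0731, so the simulated counts were noisier than those tested. The statistics section describes independent bioreactor runs, but nothing says that the 2D libraries came from separate cultures or donors, so the p-values measure the spread between these libraries, which may be technical in part.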

miRNA cargo for the EVs of 3D BM-hMSCs was performed in comparison to the EVs of 2D cells in triplicate using next-generation miRNA sequencing. 

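A few names took most of the counts, and different ones led in each group. hsa-miR-451a, a miRNA abundant in red blood cells, took 16.1% ± 4.42 (SD, n = 3) of the counts of 2D EVs and 2.75% ± 0.648 (SD, n = 3) of those of 3D EVs. hsa-miR-16-5p took 9.84% ± 2.13 (SD, n = 3) in 2D EVs and 4.46% ± 0.700 (SD, n = 3) in 3D EVs. hsa-miR-7641 took 12.8% ± 2.87 (SD, n = 3) in 2D EVs and was first in 3D EVs with 28.1% ± 2.28 (SD, n = 3). hsa-miR-301a-3p, a member of the miR-130 family, and hsa-miR-6087 were among the 5 most abundant names of both groups. As written by hand, the sequence of hsa-miR-6087 also occurs in a ribosomal RNA gene. That of hsa-miR-7641 occurs whole in only 1 transcript that the annotation classes as ribosomal, pseudogenes included. Fragments of such RNA can be counted under these names. Together hsa-miR-7641 and hsa-miR-6087 took 26.5% ± 9.86 (SD, n = 3) of the counts in 2D EVs and 35.5% ± 3.55 (SD, n = 3) in 3D EVs. hsa-miR-21-5p and hsa-miR-199a-3p were among the 5 most abundant in 3D EVs only, with 6.19% ± 0.414 and 4.90% ± 0.418 (SD, n = 3) of the counts there. The 10 most abundant names of each library took 81.1% ± 2.04 (SD, n = 3) of the counts in 2D EVs and 72.8% ± 0.348 (SD, n = 3) in 3D EVs (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). In a PCA of log2 CPM of the 85 tested names, centred and not scaled, PC1 held 73.4% of the variance and PC2 held 10.4%. The 2D libraries had PC1 scores of -7.12, -6.94 and -3.33, and the 3D libraries had scores of 7.08, 4.80 and 5.51. The mean distance between libraries of different groups was 1.96 times that between libraries of the same group, which was the largest ratio among the 10 splits of the libraries (exact permutation test, p = 0.1, the smallest that 10 splits allow). 2D replicate 3, the library with the fewest counts, lay nearest to the 3D libraries on PC1. With every name that had a count, the share of PC1 was 40.1%.

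**Figure D1:**
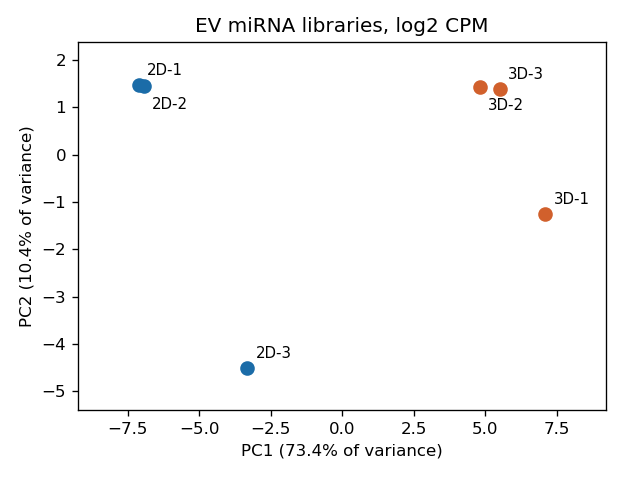
Principal component scores of the 6 EV miRNA libraries, with PC1 on the horizontal axis and PC2 on the vertical axis, both without units, and 1 point per library (blue, 2D; orange, 3D). The 3D libraries lie between 4.80 and 7.08 on PC1 and the 2D libraries between -7.12 and -3.33.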

Principal component analysis (PCA) revealed clear separation of the two groups with PC1 (23.5%) accounting for most of the variance, indicating that culture dimensionality strongly influences EV miRNA composition (Figure 6Ai). This is further supported by the heatmap (Figure 6Aii), which highlights distinct gene expression profiles between 2D and 3D hMSC-derived EVs. 

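All 14 tested miRNAs that the heatmap shows as higher in 2D were lower in 3D EVs past an adjusted p of 0.05 from edgeR, and all 13 that it shows as higher in 3D were higher. The paper chose these miRNAs on the same libraries, so the counts are not independent evidence of the directions (adjusted over the list alone, they are also 14 and 13). The former list moved down (fry, adjusted p = 0.0057; camera, adjusted p = 0.10 with an estimated correlation) and the other moved up (fry, adjusted p = 0.0040; camera, adjusted p = 0.099 with an estimated correlation). Among the lower ones, hsa-miR-30d-5p had a log2 fold change of -2.43 (standard error 0.29, adjusted p = 9.86e-10 from edgeR) and hsa-miR-30e-5p one of -2.26 (standard error 0.30, adjusted p = 7.12e-09 from edgeR). hsa-miR-139-3p, hsa-miR-454-3p and hsa-miR-301a-3p had log2 fold changes of -2.22, -1.63 and -1.56. Among the higher ones, hsa-let-7a-2-3p had a log2 fold change of 1.83 (standard error 0.55, adjusted p = 0.0057 from edgeR), and hsa-miR-1268a, hsa-miR-222-3p and hsa-miR-1273a had log2 fold changes of 1.28, 1.24 and 1.01. The other 3 miRNAs of the heatmap, hsa-miR-223-3p, hsa-miR-144-3p and hsa-miR-122-5p, fell below the expression filter. Tested among the 252 names with a total of at least 10, hsa-miR-223-3p, a miRNA of myeloid cells, had a log2 fold change of -3.34 (standard error 0.61, adjusted p = 3.69e-06 from edgeR), and hsa-miR-122-5p, the main miRNA of hepatocytes, had one of -3.14 (standard error 0.68, adjusted p = 0.00012 from edgeR). Without 2D replicate 2, 7 of the 13 miRNAs that the heatmap shows as higher in 3D stayed past the threshold and hsa-let-7a-2-3p did not (adjusted p = 0.10 from edgeR, 1.17e-05 to 0.10 over 14 alternatives), and hsa-miR-1273a lost its call without 2D replicate 1 (adjusted p = 0.095 from edgeR, 5.62e-06 to 0.095). With library totals as the only scaling, hsa-miR-301a-3p and hsa-miR-454-3p lost their calls (adjusted p = 0.058 and 0.056 from edgeR, the highest over 14 alternatives, with lowest values of 8.94e-12 and 3.24e-07).

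**Figure D2:**
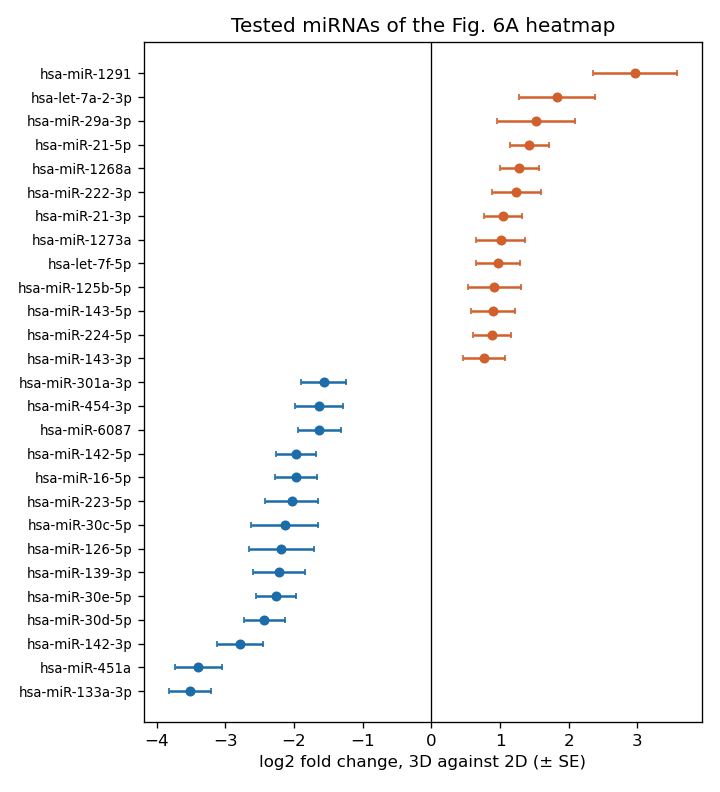
Log2 fold change, 3D against 2D, of the miRNAs of the heatmap that passed the expression filter, with bars of 1 standard error on either side from edgeR (blue, lower in 3D; orange, higher in 3D). The values run from -3.51 for hsa-miR-133a-3p to 2.96 for hsa-miR-1291.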

Notably, the differential miRNA expression levels in EVs of 2D and 3D cultures indicate fundamental differences in metabolic and signaling environments.

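Of the tested miRNAs of the erythrocyte, leukocyte, endothelial and muscle lists, 8 were lower in 3D EVs, hsa-miR-342-3p was higher and hsa-miR-155-5p did not pass, and the muscle list had 1 tested member. A list of 26 stromal miRNAs was fixed before the counts were examined, though not before Figure 6 had been seen. Of its members, 14 were tested, 7 were higher in 3D EVs, none was lower and 7 did not pass (7 higher when adjusted over the list alone). Both arms of miR-21 and of miR-143 are among the 7 higher. All 7 higher ones are also in the paper's heatmap, which was chosen on these libraries, so their calls are not independent evidence. The count of 7 fell to 3 without 2D replicate 2, where hsa-miR-143-3p, hsa-miR-143-5p, hsa-miR-125b-5p and hsa-miR-29a-3p lost their calls. It was 4 without 2D replicate 1, without 3D replicate 3 and with a replicate block, and 12 with library totals as the only scaling. The most abundant of those that rose were hsa-miR-21-5p, hsa-miR-21-3p and hsa-miR-143-3p, and hsa-miR-21-3p had a log2 fold change of 1.04 (standard error 0.28, adjusted p = 0.0018 from edgeR). The list as a whole moved up (fry, adjusted p = 0.0057), a call that was lost in the comparison with other miRNAs by camera (adjusted p = 0.15 with an estimated correlation). Its share of the counts was 7.67% ± 1.91 (SD, n = 3) in 2D EVs and 21.5% ± 0.967 (SD, n = 3) in 3D EVs (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). The stromal list holds hsa-miR-199a-3p and hsa-miR-199b-3p, which have identical counts in all libraries. The same counts thus enter the share under both names, each with 2.27% in 2D EVs and 4.90% in 3D EVs. Both names are also among the 14 tested and the 7 that did not pass. Both tested miRNAs of the erythrocyte list, hsa-miR-451a and hsa-miR-16-5p, were lower (2 when adjusted over the list alone, and 5 of the list among names with a total of at least 10). With that wider filter hsa-miR-25-3p and hsa-miR-486-5p did not pass (adjusted p = 0.080 and 0.37 from edgeR). The erythrocyte list took 26.2% ± 6.62 (SD, n = 3) of the counts in 2D EVs and 7.28% ± 1.36 (SD, n = 3) in 3D EVs. Nearly all of this share came from hsa-miR-451a and hsa-miR-16-5p, with 16.1% and 9.84% in 2D EVs. The next member, hsa-miR-144-3p, had a mean of 11.5 counts per library. Of 5 tested leukocyte miRNAs, 3 were lower, among them hsa-miR-142-3p with a log2 fold change of -2.78 (standard error 0.34, adjusted p = 9.86e-10 from edgeR) and hsa-miR-142-5p with one of -1.97, while hsa-miR-342-3p was higher, a call kept under 10 of 14 alternatives, and hsa-miR-155-5p did not pass (3 lower and 1 higher when adjusted over the list alone). The leukocyte list took 6.11% ± 0.415 (SD, n = 3) of the counts in 2D EVs and 5.29% ± 0.741 (SD, n = 3) in 3D EVs (two-sided exact permutation test, p = 0.2). hsa-miR-7641, the most abundant name over all libraries, took 12.8% of the counts in 2D EVs and 28.1% in 3D EVs. Without hsa-miR-7641 in the denominator, the difference of -0.826 percentage points for the leukocyte list turned upward, so that difference gives no direction. The list moved down (fry, adjusted p = 0.0073), which was not past the threshold with an estimated correlation (camera, adjusted p = 0.29). Both endothelial miRNAs, hsa-miR-126-5p and hsa-miR-126-3p, were lower with log2 fold changes of -2.18 and -1.43 (2 when adjusted over the list alone). They took 0.433% ± 0.119 (SD, n = 3) of the counts in 2D EVs and 0.250% ± 0.0953 (SD, n = 3) in 3D EVs (two-sided exact permutation test, p = 0.2). All 3 tested members of the miR-30 family were lower (3 when adjusted over the list alone), and the family moved down (fry, adjusted p = 0.0097; camera, adjusted p = 0.29 with an estimated correlation). Of 5 tested let-7 members 1 was higher, hsa-let-7f-5p with a log2 fold change of 0.97, and the others did not pass (1 higher when adjusted over the list alone). With library totals and with upper-quartile factors 4 were higher, and with DESeq2 and with relative log expression 2 were. The let-7 list moved up (fry, adjusted p = 0.027; camera, adjusted p = 0.55 with an estimated correlation), a call kept under 3 of 12 alternatives (adjusted p between 0.0050 and 0.60). Both tested miRNAs of the miR-17/92 clusters, hsa-miR-19b-3p and hsa-miR-93-5p, were lower (2 when adjusted over the list alone), though the libraries of hsa-miR-93-5p overlapped between the groups. Its call was kept under 3 of 14 alternatives (adjusted p between 0.0066 and 0.64), lost with DESeq2, library totals, relative log expression, upper-quartile factors and wider filters. Among single libraries it survived leaving out 2D replicate 3 or 3D replicate 3 alone. That of hsa-miR-19b-3p was kept under 10 of 14 (0.0013 to 0.15), and library totals, no filter, 2D replicate 1 or 3D replicate 1 left out ended it. With library totals as the only scaling, hsa-miR-126-3p had an adjusted p of 0.18 from edgeR (8.05e-06 to 0.18 over 14 alternatives) and the leukocyte list one of 0.16 from fry (0.0050 to 0.29 over 12 alternatives), so neither passed. From the differing miRNA levels in EVs of the 2D and 3D cultures, the paper reasons to differences in their metabolic and signaling environments.

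**Figure D3:**
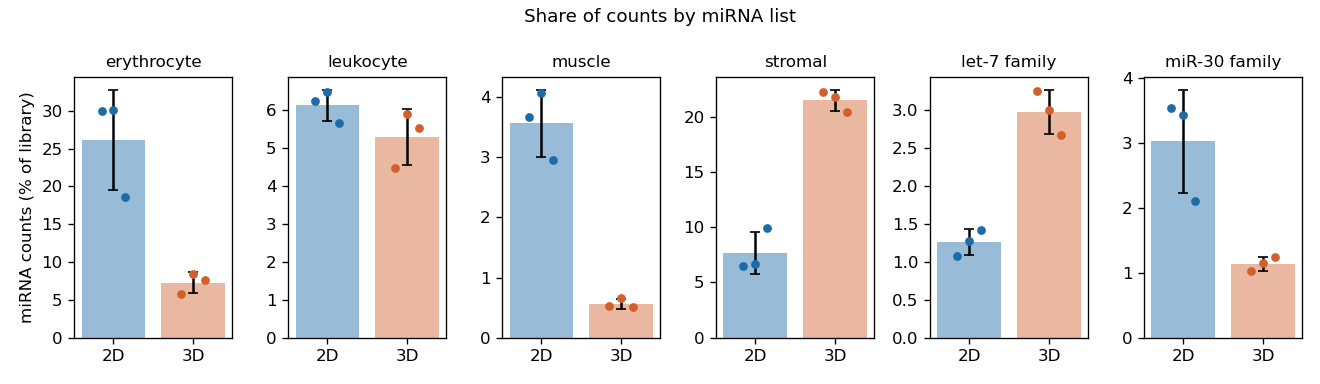
Share of the miRNA counts of each library taken by 6 miRNA lists, in percent on the vertical axes, which start at 0 and differ between panels. Bars are means with SD and points are the 3 libraries of each group, and the stromal list took 20.4% to 22.3% of the counts in 3D EVs and 6.48% to 9.88% in 2D EVs. It counts hsa-miR-199a-3p and hsa-miR-199b-3p, which have identical counts, under both names.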

**FIGURE 6:**
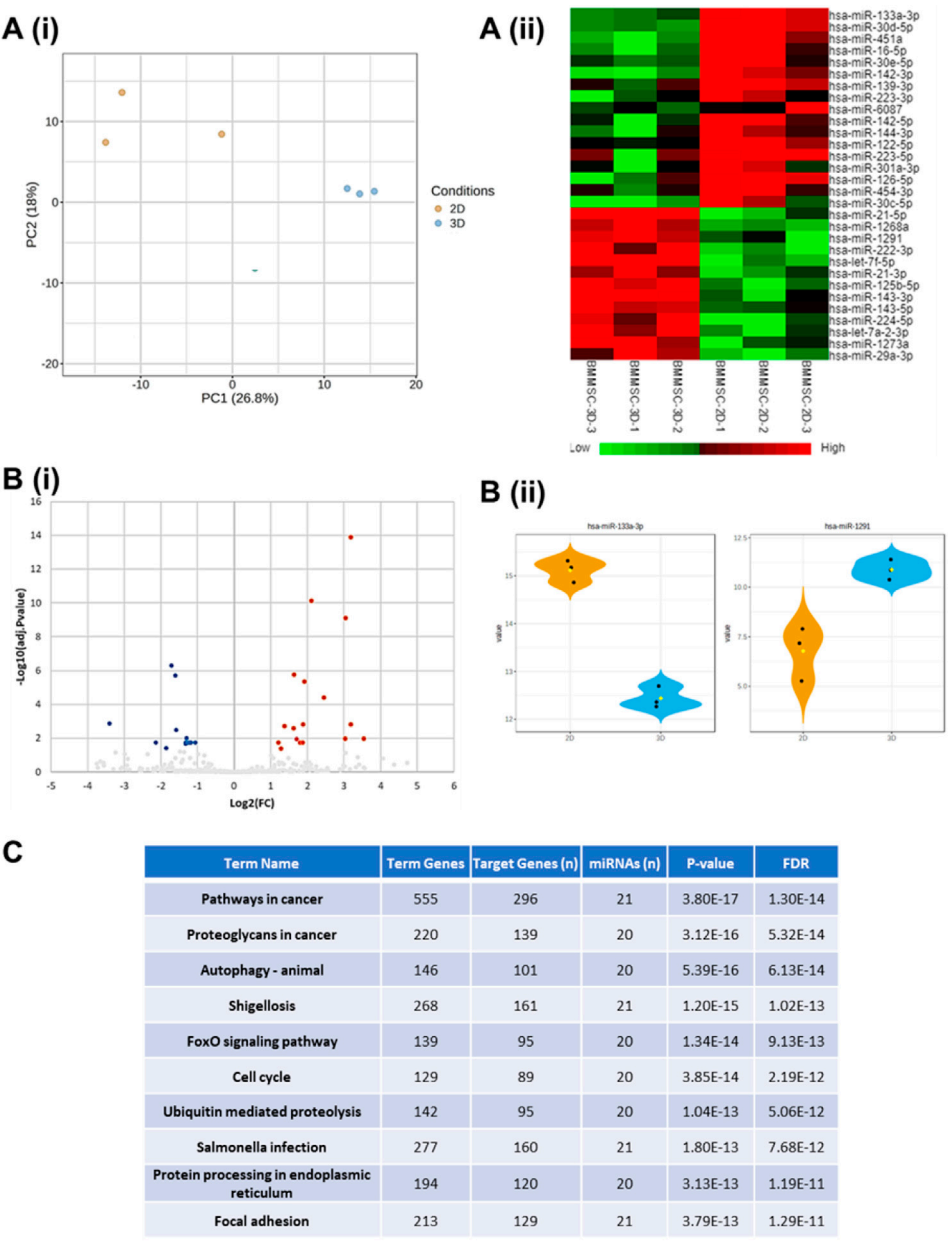
miRNA sequencing of EVs from 3D vs. 2D hMSCs for cargo analysis. Principal component analysis (PCA) plots of 3D vs. 2D hMSC-derived EVs in triplicate **(Ai)**. Heatmap illustration of differentially expressed genes (DEGs) from miRNA sequencing **(Aii)**. Volcano plot **(Bi)**. Violin plots expressing differential expression of hsa-miR-133a-3p and hsa-miR-1291 between hMSC EVs derived from 2D and 3D culture conditions **(Bii)**. KEGG pathway enrichment analysis of differentially expressed miRNAs **(C)**. 3D culture is from 40 rpm.

The volcano plot further illustrates differential gene expression between EVs of 3D versus 2D cultures, with significantly upregulated differentially expressed genes (DEGs) (17) within 3D hMSC EVs highlighted in red, significantly downregulated DEGs (13) within 2D hMSC EVs in blue, and non-significant DEGs (347) in gray (Figure 6Bi). 

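In the same comparison, 18 miRNAs were higher and 26 were lower in 3D EVs at an adjusted p under 0.05 from edgeR, and 41 of the 85 tested did not pass. The paper's counts cover more names, and its coloured points lie past an absolute log2 fold change of 1, read by eye. With that minimum, 12 were higher and 24 lower here. The paper's heatmap shows 17 miRNAs higher in 2D and 13 higher in 3D, so by its direction 18 stands beside 13 and 26 beside 17. Among the called miRNAs whose libraries did not overlap between the groups, the smallest log2 fold changes were those of hsa-miR-133a-3p, hsa-miR-451a, hsa-miR-142-3p, hsa-miR-30d-5p and hsa-miR-30e-5p. The largest were those of hsa-miR-146a-5p, hsa-miR-1291, hsa-let-7a-2-3p, hsa-miR-29a-3p and hsa-miR-21-5p. hsa-miR-146a-5p, a miRNA induced by NF-kB, had counts of 0, 0 and 4 in the 2D libraries and 21, 20 and 17 in the 3D libraries (log2 fold change 3.13, standard error 0.79, adjusted p = 0.00097 from edgeR), and its call was lost without 2D replicate 2 (adjusted p = 0.059 from edgeR, 2.46e-07 to 0.059 over 14 alternatives). Of the 44 called miRNAs, 27 are in the heatmap, and of the 17 others 5 were higher and 12 were lower. The libraries of the 2 groups did not overlap for 57.6% of the tested miRNAs, where chance gives 10%. hsa-miR-7641, the most abundant name in 3D EVs, had a log2 fold change of 0.36 (standard error 0.31, adjusted p = 0.34 from edgeR), and it passed under 3 of 14 alternatives, namely library totals, upper-quartile factors and DESeq2 (adjusted p = 0.0036, 0.021 and 0.031, with 0.77 the highest of the 14). With library totals as the only scaling, fold changes moved up by a median of 0.82 on the log2 scale, and 36 miRNAs were higher and 12 were lower. With upper-quartile factors 29 were higher and 18 were lower, and 10 were higher without 2D replicate 1 and 8 without 2D replicate 2.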

Violin plots provide a detailed visualization of specific miRNA expression changes, focusing on hsa-miR-133a-3p and hsa-miR-1291 in EVs derived from both culture conditions (Figure 6Bii). hsa-miR-133a-3p is significantly upregulated in 2D hMSC EVs, where it is closely linked to the regulation of aerobic metabolism through the activation of the PKM2 enzyme (Alfardus et al., 2017). In contrast, hsa-miR-1291 is upregulated in 3D hMSC EVs, potentially reflecting a metabolic shift that supports the maintenance of a non-proliferative state in hMSC aggregates.

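hsa-miR-133a-3p, a miRNA of skeletal and cardiac muscle, had the smallest fold change of the 85 tested miRNAs. Its level, scaled by TMM, was 50035 ± 13499 CPM (SD, n = 3) in 2D EVs and 4379 ± 469 (SD, n = 3) in 3D EVs, which is 11.4-fold higher in 2D EVs. The log2 fold change was -3.51 (standard error 0.30, adjusted p = 2.39e-14 from edgeR), and it was -2.67 with library totals as the only scaling. It was the only 1 of 8 miRNAs of the muscle list to pass the expression filter (1 lower when adjusted over the list alone), and hsa-miR-1-3p, hsa-miR-133b and hsa-miR-133a-5p had 0 counts in all libraries. The same mature sequence, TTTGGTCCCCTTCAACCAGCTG, lies in 2 hairpins of hg38, MIR133A1 on chromosome 18 from 21825698 to 21825785, within an exon of the non-coding gene MIR133A1HG, and MIR133A2 on chromosome 20 from 62564912 to 62565013, within an exon of MIR1-1HG, so the counts do not tell which locus they came from.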

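hsa-miR-1291 was 7.79-fold higher in 3D EVs, with a log2 fold change of 2.96 (standard error 0.61, adjusted p = 7.78e-05 from edgeR). It was a rare name, with counts of 3, 6 and 0 in the 2D libraries and 45, 24 and 35 in the 3D libraries. Its hairpin lies on chromosome 12 of hg38 from 48654444 to 48654530, within an intron of KANSL2, and overlaps the small nucleolar RNA gene SNORA2C, from 48654382 to 48654518. The mature sequence TGGCCCTGACTGAAGACCAGCAGT lies from 48654494 to 48654517, so fragments of the small nucleolar RNA can be counted under this name. Of 10 tested names that overlap other classes of RNA, 4 were higher (hsa-miR-1268a, hsa-miR-1273a, hsa-miR-1248 and hsa-miR-1291), 3 were lower (hsa-miR-6087, hsa-miR-3607-3p and hsa-miR-3607-5p) and 3 did not pass (4 higher and 3 lower when adjusted over the list alone). Without 2D replicate 1, 2 were higher, and with library totals as the only scaling 1 was lower. hsa-miR-7641 is not among these 10 names. The call of hsa-miR-3607-5p was kept under 5 of 14 alternatives (adjusted p between 0.0066 and 0.37 from edgeR), and leaving out any library but 2D replicate 3 ended it. The list as a whole did not pass (fry, adjusted p = 0.71), and with library totals as the only scaling it moved up (fry, adjusted p = 0.048, the lowest of 12 alternatives, with 0.995 the highest).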

Lastly, the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis highlights the statistically significant biological pathways (3D/2D) most influenced by the specific miRNA data, identified by the intensity of the blue coloring (Supplementary Figure S7). A detailed KEGG enrichment table summarizing the top pathways - including term genes, target genes, associated miRNAs, P-values, and false discovery rate values (Figure 6C). KEGG analysis identified signaling pathways relevant to EV biogenesis, metabolism, and neural modulation (Table 1). Particular miRNAs, such as hsa-miR-29a-3p, hsa-21-5p, hsa-133a-3p, have been identified as most influential in signal transduction regarding the Janus kinase signal transducer and activator of transcription (Jak STAT), phosphatidylinositol 3-kinase/protein kinase B (PI3K/Akt), ECM receptor interaction, vascular endothelial growth factor (VEGF), calcium, actin cytoskeleton, and axon guidance signaling pathways.

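Of the 12 miRNAs of Table 1, 6 were higher in 3D EVs, 5 were lower and hsa-miR-223-3p was not tested because it fell below the expression filter. Since the paper chose them on these libraries, the counts are not independent evidence of a direction (6 higher and 5 lower when adjusted over the list alone). Without 2D replicate 2 the count of higher ones was 2, and without 3D replicate 3 it was 3. hsa-miR-29a-3p, known to repress collagen genes, was a rare name with 333 ± 46.3 CPM (SD, n = 3) in 2D EVs and 963 ± 384 (SD, n = 3) in 3D EVs. Its log2 fold change was 1.52 (standard error 0.57, adjusted p = 0.022 from edgeR), and the call was kept under 9 of 14 alternatives, with adjusted p from 0.00015 to 0.20, and lost with limma-voom, with no filter and without 2D replicate 1, 2D replicate 2 or 3D replicate 1. Its hairpin lies on chromosome 7 of hg38 from 130876747 to 130876810, within an exon of the non-coding gene LINC-PINT. hsa-miR-125b-5p had a log2 fold change of 0.92 (standard error 0.39, adjusted p = 0.043 from edgeR). Its call was kept under 8 of 14 alternatives (adjusted p between 0.00013 and 0.27) and lost with a replicate block. 3D replicate 1 was the only library that could be left out without losing it. hsa-miR-30c-5p had a log2 fold change of -2.14 (standard error 0.49, adjusted p = 0.00033 from edgeR). As a list, the miRNAs of Table 1 had a median log2 fold change of 0.77 but a mean of -0.56, and the test followed the mean (fry, downward, adjusted p = 0.024; camera, adjusted p = 0.57 with an estimated correlation). With library totals as the only scaling it turned upward and did not pass.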

**TABLE 1:** miRNAs that intersect multiple regenerative and immunomodulatory pathways, underscoring their relevance in EV-mediated therapeutic strategies. Signaling pathways categorized by function (i.e., Pro-regenerative/proliferative signaling, inflammation and immune modulation, neural repair and guidance, and ECM and structural remodeling, respectively).

	Biological signaling pathways													
miRNA	P13k-Akt	VEGF	RAS	TGF-B	HIF-1	NF-kB	NOD	Jak-STAT	RIG-1-like receptor	Axon guidance	Calcium	Actin cytoskeleton	ECM-receptor	Wnt
miR-29a-3p														
miR-451a														
miR-223-3p														
miR-21-5p														
miR-125b-5p														
miR-224-5p														
miR-16-5p														
miR-133a-3p														
miR-143-3p														
miR-1268a														
miR-142-5p														
miR-30c-5p														

The shaded box indicates the involvement of miRNAs in this pathway.

### 3.5 Evaluation of EVs in inflammation of schwann cell functional assay *in vitro*

To evaluate the therapeutic potential of 3D BM-hMSC-derived EVs from each experimental condition, hSCs were pre-treated with LPS for 8 h to activate NF-kB signaling (Figure 7a). Immunostaining confirmed nuclear translocation of the p65 subunit, indicative of pro-inflammatory gene activation (Supplementary Figure S8) (Hobbs et al., 2021). After inducing inflammation, SCs were treated at a dose of 1,000 EVs per cell for 24 h. This dose was selected based on previous studies and the EV protein per kg of body weight per dose within preclinical animal dosing guidelines (Liu et al., 2024; Gupta et al., 2021). Following treatment, SCs were harvested, and total mRNA was extracted and analyzed via qRT-PCR to assess changes in pro- and anti-inflammatory gene expression (Figure 7b). All experimental groups were included in the analysis, except for the ULA condition within the αMEM media group, which yielded insufficient mRNA for characterization.

**FIGURE 7:**
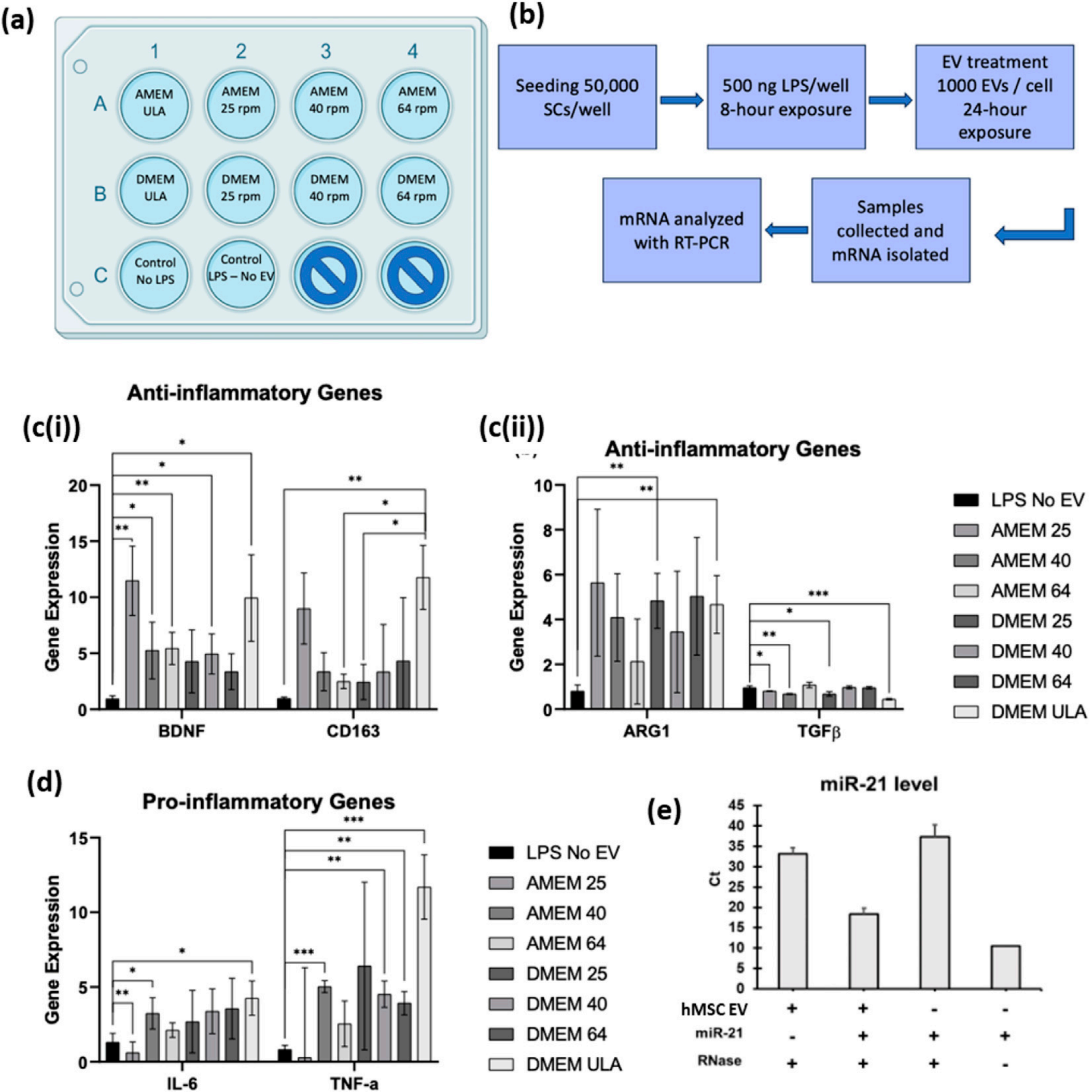
Evaluation of EVs in inflammation of Schwann cell functional assay *in vitro*. Experimental design of SCs treated with EVs from each experimental condition **(a)** and methodology to complete experiment **(b)**. Anti-inflammatory **(ci and cii)** and pro-inflammatory **(d)** gene expression of SCs treated with EVs determined by qRT-PCR. N = 3 (biological replicates from representative bioreactor run). *P < 0.05; **P < 0.01; ***P < 0.001. Loading miR-21 into the hMSC EVs. Detection of loaded miR-21 in hMSC-derived EVs following RNase treatment **(e)**.

Within all experimental conditions, the expression of the anti-inflammatory genes, including brain-derived neurotrophic factor (*BDNF*) (5–10 fold), *CD163* (3–10 fold), and *ARG1* (2-5 fold) were generally elevated compared to the untreated LPS-only control (Figure 7c). *BDNF* expression was significantly increased in most conditions, with αMEM 25 showing the highest level of expression. *CD163* expression was significantly upregulated with EVs derived from αMEM 25, αMEM 64, and DMEM ULA, while *ARG1* was only significant in DMEM 25 and DMEM ULA conditions. *TGFβ* gene expression showed minimal change across conditions.

Pro-inflammatory genes, *IL-6* and *TNF-α*, showed variable responses. *IL-6* and *TNF-α* were reduced in αMEM 25 compared to the LPS-only control, whereas other conditions showed inconsistent changes. Given the variability, no clear trend could be established for TNF-α across shear stress conditions (Figure 7d). Interestingly, the LPS-stimulated SCs treated with the BM-MSC-derived EVs resulted in an upregulation of both anti-inflammatory genes and pro-inflammatory genes across several experimental conditions. These results highlight potential short-term modulatory effects of EV cargo on LPS-induced inflammation, which warrants further investigation in longer-term studies.

Hsa-miR-21-5p has been shown to possess neuroprotective effects in spinal cord injuries, through the reduction of neural inflammation, and promotion of neurite outgrowth through the regulation of programmed cell death protein 4 (PDCD4) (Yuan et al., 2001; Jiang et al., 2021; Kang et al., 2019). As shown in Figure 6Aii, miR-21-5p level is higher in 3D culture condition than 2D. 

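hsa-miR-21-5p, which is made in most stromal cells, was 2.69-fold higher in 3D EVs. Its level, scaled by TMM, was 18325 ± 5388 CPM (SD, n = 3) in 2D EVs and 49221 ± 4918 (SD, n = 3) in 3D EVs, and every 3D library was above every 2D library. The log2 fold change was 1.43 (standard error 0.28, adjusted p = 3.42e-05 from edgeR). The hairpin lies on chromosome 17 of hg38 from 59841266 to 59841337, within an exon annotated for the protein-coding gene VMP1, and the mature sequence TAGCTTATCAGACTGATGTTGA lies from 59841273 to 59841294.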

To assess the therapeutic potential of miRNA cargo delivered via EVs, an RNase protection assay was performed to evaluate the stability of miRNAs encapsulated within BM-hMSC-derived EVs (Figure 7e). After RNase digestion, qRT-PCR targeting miR-21 was performed, and the cycle threshold (Ct) values from different groups were compared, where lower Ct values correspond to higher levels of detectable miR-21. The miR-21 only groups with or without RNase treatment (group 3 and 4) supports the effectiveness of removal of free or un-bounded small RNA oligos. hMSC-EVs loaded with synthesized miR-21 oligo (group 2) was compared with hMSC-EV group, and the miR-21 level in loaded EVs was about 28000-fold higher than the original level from hMSC EVs. To be comparable, hMSC-EVs without mixing with miR-21 was also electroporated and these two groups were incubated with RNase A to remove free miR-21 oligos. The result shows that electroporation protocol can successfully introduce miR oligos into the EVs. Following RNase A digestion, the persistence of miR-21 signal suggests that the oligos were largely protected within EVs rather than freely bound externally. Together, these results highlight the ability of EVs to stably deliver functional miRNAs, underscoring their therapeutic potential as a cell-free treatment for neural inflammation.

## 4 Discussion

### 4.1 Influence of VWBR culture system on hMSC aggregation

While aggregate culture of hMSCs offers advantages by better mimicking natural tissue environments than 2D culture, it is also associated with a reduced proliferation rate. The 3D culture environment enhances the expression of therapeutic, immunosuppressive, and anti-inflammatory factors, yet concurrently limits hMSC proliferation through cell cycle arrest (Yuan et al., 2001; Burand et al., 2025). Unlike hMSC 2D culture, hMSC aggregation undergoes distinct metabolic processes that influence the cellular phenotype (Burand et al., 2025).

In this study, the total cell count progressively declined, which can be attributed to the influence of shear stress on aggregate formation. Cells that successfully integrated into aggregates were protected through cell-to-cell adhesion and exhibited condensation behavior with reduced proliferation, whereas cells excluded from aggregates were lost (Yuan et al., 2001; Petry et al., 2018; Jeske et al., 2022; Takebe et al., 2025). Thus, two parallel processes occur: (i) cells within the aggregate undergo condensation behavior and cell cycle arrest as a survival and preservation strategy (Bijonowski et al., 2020), while (ii) shed or excluded cells fail to survive, leading to the declined cell number. This reflects a shift from proliferation toward a compact, metabolically active state, where cells maintain high viability and concentrate cellular material.

Aggregation kinetics studies provide additional insight into these processes. Tsai et al. demonstrated that hMSC aggregation in dynamic suspension depends on sequential events of collision, adhesion, and actin-myosin-mediated compaction, all of which are shaped by hydrodynamic conditions (Tsai et al., 2025; Tsai et al., 2024). Shear stress and cell adhesion molecules such as cadherins and collagen play distinct roles in aggregate formation (Tsai et al., 2024; Tsai et al., 2025). Cadherins are critical for strengthening early cell-to-cell contacts, while collagen and other extracellular matrix proteins modulate the formation of smaller clusters into larger spheroids (Tsai et al., 2024). Importantly, higher shear stress limited the opportunity for stable adhesion, resulting in smaller and more uniform aggregates, whereas inhibition of cadherin-mediated adhesion disrupted aggregate growth altogether (Tsai et al., 2025). These findings support our interpretation that cells unable to establish stable adhesive interactions under shear stress are shed into the medium and ultimately lost, likely through anoikis.

### 4.2 Influence on cellular metabolism and EV biogenesis

Our study hypothesizes that glycolytic shift in 3D aggregates reflects both oxygen diffusion and the requirement to preserve stemness, as glycolysis allows hMSCs to maintain viability under hypoxic stress while reducing cellular reliance on oxidative phosphorylation. In addition, glycolysis-associated miRNAs (miR-133a-3p, miR-143-3p, and miR144-3p) may further reinforce this metabolic adaptation by regulating pathways such as PI3K-Akt and mTOR, ultimately linking energy metabolism with enhanced EV biogenesis.

hMSC aggregates undergo a metabolic shift toward glycolysis through mitochondrial respiration, which is driven by oxygen gradient in order to maintain hMSC stemness, viability, and proliferation (Burand et al., 2025; Rybkowska et al., 2025). Within culture environment, the internal cells of the 3D spheroid experience hypoxic microenvironment due to the nutrients diffusion (Kamprom et al., 2024). hMSC aggregates exhibit increased reactive oxygen species (ROS) production and decreased intracellular lactate production (Burand et al., 2025). Furthermore, glycolytic gene expression that serves as evidence of aerobic glycolysis, such as *G6PDH, LDHA, PDHA, PFKM*, and *PFKFB3*, increased expression, as well as the relative protein level of PFK-1, PFK-2, and G6PDH within 3D aggregates compared to 2D cultures (Burand et al., 2025).

Glucose metabolism through glycolysis yields pyruvate, which is reduced by lactate dehydrogenase (LDH) to produce lactate, while NADH simultaneously oxidized to NAD^+^. Under glutamine-rich conditions, glutaminase converts glutamine to alpha-ketoglutarate (αKG), producing ammonia as a byproduct. The expression of *PDK1* correlates with the regulation of pyruvate dehydrogenase complex, which phosphorylates pyruvate to acetyl-CoA within the mitochondria to produce energy (Arnold and Finley, 2022). *HK2* is closely related to the phosphorylation of glucose toward the production of ATP, as well as the promotion of cellular survival by regulating mitochondrial pro-survival factors and inhibiting mammalian target of rapamycin complex 1 (mTORC1) to promote autophagy (Guo et al., 2023). LDHA and PKM2 are critical enzymes in glycolysis, and the upregulated expression is evidence of glucose uptake resulting in the by-product secretion of lactate (Hong et al., 2020). The upregulation in *G6PD* gene expression demonstrates increased aerobic glycolysis and supports the reoxidation of NADH to NAD^+^ (Arnold and Finley, 2022). This process is known as the tricarboxylic acid cycle, which regulates the oxidation of cellular nutrients within the metabolic pathway to generate energy (Arnold and Finley, 2022). Regarding PPP activation, qRT-PCR data, alongside increased glutamine consumption in VWBR, suggest enhanced NADPH production–a hallmark of cells redirecting glucose through the PPP in response to oxidative stress (TeSlaa et al., 2023). It is postulated that this metabolic plasticity may be correlated to EV biogenesis. Further study may use small molecules to disturb the metabolic pathways and evaluate the influence on EV biogenesis to confirm this correlation.

Various other studies show the cause-and-effect relationship between nutrient metabolism and the induction of intrinsic signaling pathways that regulate hMSC function, gene expression, and degree of differentiation (Hong et al., 2020; Mohammadalipour et al., 2020; Sun et al., 2020). The induction of various pathways has been attributed to the role of miRNAs regulating receptor tyrosine kinases (RTKs) on the cellular surface that can influence the regulation of glycolytic metabolism, as well as cell death, proliferation, and angiogenesis (Alfardus et al., 2017). With the shift toward aerobic glycolysis, the upregulation of miR-144-3p targets GLUT1, leading to a reduction in anaerobic glycolysis through the downregulation of glucose uptake and lactate production (Morais et al., 2021). Liu et al. demonstrated the influence of miR-144 on aerobic metabolism (Liu et al., 2016). This process is evident by the complimentary relationship between the increased expression of GLUT1 and increased glucose uptake and lactate production (Liu et al., 2016). The metabolic shift towards aerobic metabolism results in enhanced proliferation of the cancerous cells. This pattern is consistent with the decreased shift in hMSC aggregate cellular proliferation and increased expression of miR-144-3p in 3D culture conditions.

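hsa-miR-144-3p, which is processed from the same primary transcript as hsa-miR-451a, had counts of 38, 21 and 4 in the 2D libraries and 0, 5 and 1 in the 3D libraries. It fell below the expression filter of the main test. Among the 252 names with a total of at least 10, its log2 fold change in 3D against 2D was -3.65 (standard error 0.72, adjusted p = 1.92e-05 from edgeR), and DESeq2 gave -3.62 (standard error 1.07, adjusted p = 0.0041). Its hairpin lies on chromosome 17 of hg38 from 28861533 to 28861618, and that of hsa-miR-451a lies beside it from 28861369 to 28861440.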

Similarly, the pentose phosphate pathway is crucial in regulating cellular oxidative stress by generating NADPH, a key reducing agent that supports the regeneration of antioxidants (TeSlaa et al., 2023). In addition, PPP produces ribose 5-phosphate (R5P), which is essential for nucleic acid biosynthesis, and recycles carbon back into glycolysis to maintain metabolism (Meyer et al., 2018). Given the high glucose medium formulation compared to the αMEM/FBS cultures, DMEM/F12/B27 cultures may have different metabolic pathways. The shift between glycolysis and oxidative phosphorylation may need further investigation. Differentiated hMSCs have shown an enhanced capacity for both carbohydrate metabolism and mitochondrial activity, with increased LDH activity indicating reliance on lactate as an energy source and engagement of aerobic glycolysis (Meyer et al., 2018). These findings underscore the critical role of PPP activity in balancing biosynthetic needs and redox homeostasis, processes that directly influence stem cell fate and EV biogenesis (Riegger et al., 2023; Dellar et al., 2024). In this study, increased PPP activation–particularly in αMEM/FBS–suggests a shift toward enhanced antioxidant defense, which could influence EV yield and immunomodulatory function. Nevertheless, the data indicate that 3D dynamic aggregate culture alters metabolic activity and potentially promotes EV biogenesis compared to static culture. Notably, the gene expression findings were consistent with metabolite data, indicating the possible correlation between dynamic culture, metabolic adaptation, and EV biogenesis.

### 4.3 Influence on hMSC EV miRNA cargo profile

Unlike other 3D systems where hypoxic cores form, hMSC aggregates avoid severe diffusion limitations (Bijonowski et al., 2020) and adapt the aggregate microenvironment by reducing oxygen uptake and shifting metabolism towards glycolysis (Yuan et al., 2001; Bijonowski et al., 2020; Liu et al., 2019; Liu et al., 2020). This adaptation is consistent with EV cargo profiles, where upregulation of miR-1291 and miR-143-3p from 3D cultures supports a role in the G0/G1 phase of mitosis (Cai et al., 2021; Wang et al., 2020). Furthermore, the EV-cargo miRNA profiles confirm that 3D dynamic aggregate culture significantly modulates intracellular signaling in hMSCs by altering the composition of EV cargo. 

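hsa-miR-143-3p, a miRNA of smooth muscle and fibroblasts, was 1.70-fold higher in 3D EVs. Its level, scaled by TMM, was 3527 ± 750 CPM (SD, n = 3) in 2D EVs and 5961 ± 493 (SD, n = 3) in 3D EVs. The log2 fold change was 0.77 (standard error 0.30, adjusted p = 0.032 from edgeR), and hsa-miR-143-5p from the other arm of the hairpin had one of 0.89 (standard error 0.32, adjusted p = 0.018 from edgeR). The hairpin lies on chromosome 5 of hg38 from 149428918 to 149429023, within an exon of the non-coding gene CARMN. The call of hsa-miR-143-3p was kept under 11 of 14 alternatives (adjusted p between 1.37e-05 and 0.29). It was lost with a replicate block, without 2D replicate 2 and without 3D replicate 3 (adjusted p = 0.29 and 0.10 from edgeR for the latter 2). The call of hsa-miR-143-5p was kept under 10 of 14 (adjusted p between 5.58e-06 and 0.10) and lost with a replicate block. It was also lost without 2D replicate 1, 2D replicate 2 or 3D replicate 3 (adjusted p = 0.067, 0.10 and 0.099 from edgeR).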

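Of the miRNAs hsa-miR-29a-3p, hsa-miR-451a, hsa-miR-224-5p, hsa-miR-16-5p, hsa-miR-133a-3p and hsa-miR-143-3p, 3 were higher in 3D EVs and 3 were lower. Since the paper chose them on these libraries, the counts are not independent evidence of a direction (3 higher and 3 lower when adjusted over the list alone). Without 2D replicate 2 none (0 by edgeR) of the 3 higher ones passed, and without 3D replicate 3 only hsa-miR-29a-3p did. hsa-miR-451a had 228416 ± 84393 CPM after TMM scaling (SD, n = 3) in 2D EVs and 21769 ± 4574 (SD, n = 3) in 3D EVs, a log2 fold change of -3.39 (standard error 0.34, adjusted p = 5.00e-12 from edgeR). hsa-miR-16-5p had a log2 fold change of -1.97 (standard error 0.31, adjusted p = 4.25e-07 from edgeR). Its mature sequence lies in MIR16-1, in an intron of DLEU2 on chromosome 13, and in MIR16-2, in an intron of SMC4 on chromosome 3. hsa-miR-224-5p had 6240 ± 1208 CPM (SD, n = 3) in 2D EVs and 11478 ± 2565 (SD, n = 3) in 3D EVs, a log2 fold change of 0.89 (standard error 0.28, adjusted p = 0.0073 from edgeR). As a list these miRNAs moved down (fry, adjusted p = 0.0057; camera, adjusted p = 0.29 with an estimated correlation). The call of hsa-miR-224-5p was lost without 2D replicate 2 and without 3D replicate 3 (adjusted p = 0.074 and 0.056 from edgeR, with 4.75e-07 the lowest of 14 alternatives).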

The upregulation of miR-29a-3p, miR-451a, miR-224-5p, miR-16-5p, miR-133a-3p, and miR-143-3p reflects a combination that enhances EV biogenesis, promotes metabolic reprogramming, and supports immunomodulatory behavior characteristics of 3D cultures. miR-29a-3p is a key regulator in ECM remodeling, axon guidance, and PI3K-Akt and Wnt signaling pathways, contributing to neural regeneration and cellular plasticity (Kang et al., 2024; Dalgaard et al., 2022; Kwon et al., 2019; Gao et al., 2019). miR-224-5p and miR-16-5p are associated with the suppression of proliferative signaling, inflammation control, and stress adaptation through key regulatory pathways, such as NF-kB, TGF-B, and Jak-STAT signaling, aligning with a non-proliferative, anti-inflammatory phenotype observed in 3D aggregates (Zhang et al., 2022; Tian et al., 2025; Xu et al., 2019). miR-451a helps regulate mitochondrial function, and manage oxidative and cellular stress adaptation, promoting cellular resilience (Scrimgeour et al., 2019; Shao et al., 2025). miR-133a-3p and miR-143-3p may contribute toward modulating glucose flux between aerobic and anaerobic glycolysis, likely influenced by the culture medium composition, which targets PKM2 to influence PI3K-Akt signaling cascades (Guo et al., 2021; Abolhasani et al., 2025).

Collectively, these miRNAs are enriched in EVs, highlighting the ability to target signaling networks central to cell survival, immune regulation, metabolic stability, ECM dynamics, and neuro-regeneration. Consequently, the EV cargo derived from 3D hMSC cultures is enriched with molecules associated with regenerative and immunomodulatory functions, suggesting its potential to modulate neuroinflammatory responses in short-term models and serving as a foundation for future studies exploring longer-term therapeutic applications. Together these findings indicate that aggregate culture showed adaptive metabolic preservation and produced EVs with cargo enriched for pathways that promote survival and immunomodulatory activities.

### 4.4 Effects of hMSC EVs on neural modulation

Finally, aggregate culture alters hMSC immunomodulatory behavior. Burand et al. demonstrated that hMSC aggregates increase expression of immune response factors prostaglandin E2 (PGE2), tumor necrosis factor-stimulated gene-6 (TSG-6), IL-1α/β, and TGF-B1, while downregulating CD73 and indoleamine 2,3- dioxygenase (IDO) (Burand et al., 2025). As an aggregate, hMSCs decrease the ability to inhibit T-cell proliferation, evident by the lowered expression of CD73, a regulatory immunosuppressive factor, and the increase of T-cell expression compared to 2D culture (Burand et al., 2025). Aggregates influence the plasticity of macrophages, allowing the increased binding of PGE2 to the macrophage EP2 and EP4 receptors, shifting the polarity from inflammatory (M1) to anti-inflammatory (M2) phenotype (Kamprom et al., 2024). With the upregulation of these anti-inflammatory and immunomodulatory molecules, hMSC aggregates support the secretion of beneficial paracrine factors and EVs (Kamprom et al., 2024).

In this study, the SC functional assay evaluated the effectiveness of BM-hMSC-derived EVs on inflamed SCs exposed to LPS. LPS stimulation activates the NF-kB pathway, promoting nuclear translocation of the p65 subunit and the subsequent transcription of inflammatory genes. A time-course optimization study determined that 500 ng/mL LPS for 8 h resulted in maximal nuclear translocation of NF-kB, as confirmed by immunostaining. Interestingly, RT-PCR analysis revealed that the LPS-only group (LPS No EV) exhibited unexpectedly low expression of inflammatory markers, with the exception of the αMEM 25 condition. This discrepancy may be attributed to negative feedback regulation or desensitization of cytokine signaling after prolonged LPS exposure (Hobbs et al., 2021). Since mRNA was harvested approximately 32 h after initial LPS treatment (following 24 h of EV exposure), it is likely that the immune response in the LPS No EV group had already begun to resolve, while EV-treated groups were still actively modulating inflammation.

EVs derived from BM-hMSCs cultured in αMEM and DMEM conditions excreted anti-inflammatory effects. This was demonstrated by the concurrent upregulation of anti-inflammatory markers (e.g., *CD163*, *ARG1*) in the treated SCs. The EVs may contain miRNA cargo relevant to neural modulation and peripheral nerve regeneration. Notably, the significant increase in expression of miR-29a-3p, miR-133a-3p, and miR-143-3p in dynamically cultured BM-hMSCs is associated with the activation of signaling pathways such as axon guidance, ECM-receptor interaction, and actin cytoskeleton remodeling. These pathways play essential roles in synapse formation, growth cone dynamics, and ECM reconstruction, which are processes critical in nerve repair (Leite et al., 2021; Xu et al., 2024). Additionally, activation of PI3K-Akt, Wnt, and VEGF pathways supports synaptic plasticity, SC remyelination, and neovascularization through the nutrient and oxygen delivery to the damaged site (Narvaes and Furini, 2022; Gaesser and Fyffe-Maricich, 2016; Pan et al., 2013).

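In unscaled counts, hsa-miR-29a-3p had 6, 5 and 4 counts in the 2D libraries and 29, 21 and 15 in the 3D libraries. hsa-miR-143-3p had 64, 48 and 45 counts in the 2D libraries and 131, 133 and 144 in the 3D libraries. hsa-miR-133a-3p had 893, 1111 and 386 counts in the 2D libraries and 88, 121 and 93 in the 3D libraries. The first 2 of these miRNAs were higher and the last was lower in 3D EVs past the threshold of edgeR, and the first 2 lost their calls without 2D replicate 2 (adjusted p = 0.20 and 0.29 from edgeR, the highest over 14 alternatives, with lowest values of 0.00015 and 1.37e-05).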

Previous reports indicate that EVs can simultaneously activate both pro- and anti-inflammatory pathways depending on the recipient cell physiological status and surrounding environment (Zhou and Bréchard, 2022; Hezel et al., 2017). Zhou et al., utilized neutrophil-derived EVs to demonstrate a dual response, promoting pro-inflammatory signals while upregulating anti-inflammatory mediators. This reflects the complex immune-modulatory role the EVs possess that fine tune the immune response rather than exclusively suppressing inflammation (Zhou and Bréchard, 2022). Overall, the data indicate that EVs derived from VWBR cultures can influence pro- and anti-inflammatory gene expression in SCs over the short-term, though the responses are context-dependent. These findings support the conclusion that dynamic culture conditions promote the secretion of immunomodulatory EV cargo capable of attenuating inflammation and promoting peripheral nerve repair.

### 4.5 Experimental limitations

While the results suggest enhanced EV biogenesis under specific metabolic and culture conditions, several limitations regarding EV characterization should be noted. NTA was performed in scatter mode, which makes it difficult to distinguish EVs from co-isolated particles, such as lipoproteins, apoptotic bodies, and cellular debris. Future studies could address this by utilizing fluorescent-mode NTA to improve specificity. For ESCRT, Glycolytic, and PPP gene expression analysis, the RNA yields from the 25 rpm condition of αMEM/FBS groups were insufficient for downstream RT-PCR analysis. Based on our previous study (Jeske et al., 2023) and Figure 5 in this study, there was no consistent trends of increased EV secretion in the range of 25–64 rpm agitation. But the presence of the agitation consistently increased EV secretion compared to static culture conditions. Similarly, for the DMEM/F12/B27 condition, RNA input was also not sufficient to complete RT-PCR analysis. In the case of the ULA control, the overall lower seeding density led to reduced aggregate viability and lower final cell yield. As a result, not all ULA samples produced enough material for downstream analysis. While these missing data points limit direct comparisons across all culture conditions, the datasets that were successfully obtained provide consistent and biologically meaningful treads across independent runs. In addition, the seeding density may be increased and the intermittent agitation regime can be designed to promote the hMSC aggregation within the first 24 h.

## 5 Conclusion

This study demonstrates that 3D hMSC aggregates within the VWBRs can efficiently produce EVs with enhanced yield and therapeutic cargo compared to static controls. VWBR culture supported the formation of hMSC aggregates, where cells within aggregates maintained high viability but underwent condensation and cell cycle arrest, while non-aggregated cells were lost, likely through anoikis. These dynamics, shaped by shear stress, influenced both survival and EV secretion. Metabolic and miRNA analyses revealed that VWBR conditions promoted the shift from oxidative phosphorylation toward glycolysis and increased PPP activity. Furthermore, the upregulation of miR-1291 and miR-143-3p supports therapeutic roles in regulation and metabolic reprogramming. Functionally, EVs from VWBR were associated with increased expression of anti-inflammatory genes (*BDNF, CD163*, and *ARG1*) and selective suppression of pro-inflammatory markers (*IL-6*, *TNF-α*) in SCs exposed to LPS. Notably, both pro- and anti-inflammatory genes were upregulated, reflecting context-dependent EV effects. Overall, VWBR culture emerges as a scalable strategy for generating hMSC-EVs with high yield and functionally relevant cargo. By influencing aggregate behavior, metabolism, and cell cycle state, VWBRs create a microenvironment that preserves viable, functionally active hMSCs. These findings provide insight for promoting EV biogenesis in dynamic culture systems and reinforce the translational promise of hMSC-EVs for regenerative medicine.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE316471.

# Supplementary material for: Engineering human bone marrow-derived mesenchymal stromal cell aggregates for enhanced extracellular vesicle secretion in a vertical-wheel bioreactor
**Source:** Front Bioeng Biotechnol. 2026 Jan 16;13:1664302. doi: 10.3389/fbioe.2025.1664302
**Supplement:** Supplementary file 1

**Supplementary Materials**

**Engineering Human Bone Marrow-derived Mesenchymal Stromal Cell Aggregates for Enhanced Extracellular Vesicle Secretion in a Vertical-Wheel Bioreactor**

Danyale Berry^1,2^, Breana Boirie^3^, Mandip Singh^3^, Li Sun^4,5^,

Sunghoon Jung^6^, Yan Li^4, *^, Changchun Zeng^1,2, *^

**Supplementary Table S1. A list of antibodies.**

| **Markers** | **Primary Antibody** | **Origin/ Isotype** | **Supplier/ Cat#** | **Dilution** |
| --- | --- | --- | --- | --- |
| Exosomal markers | CD63 | Mouse monoclonal, IgG_1_ | Abcam; TS63 | 1:1000 |
|  | HRS | Rabbit IgG | Cell Signaling Technology, 15087 | 1:1000 |
|  | CD9 | Mouse monoclonal, IgG_1_ | Millipore; MM2/57 | 1:1000 |
|  | Calnexin | Mouse monoclonal, IgG_1_ | Santa Cruz, S-70 | 1:1000 |
| Inflammation marker | NF-KB P65 | Rabbit monoclonal IgG | Cell Signaling Technology, 8242S | Immunocytochemistry: 1:400 |
| Secondary | IRDye® 800CW | Goat anti-mouse IgG_1_ | LI-COR, 926-32350 | Western blot: 1:5,000 |
|  | IRDye® 800CW | Goat anti-Rabbit IgG (H + L) | LI-COR, 926-32211 | Western blot: 1:5,000 |
|  | Alexa Fluor™ 488 | Goat anti-Rabbit IgG (H + L) | Invitrogen, A-11008 | Immunocytochemistry and Flow cytometry: 1:400 |

**Supplementary Table S2. Primer information for qRT-PCR analysis.**

| **Gene name** | **Primer sequence (5’-3’)** |
| --- | --- |
| h-ACTB | GTACTCCGTGTGGATCGGCG |
|  | AAGCATTTGCGGTGGACGATGG |
| h-PDK1 | AAACAGGGGAGCTTTGTCTGG |
|  | CTGCCCATTCACATCCCTCTA |
| h-HK2 | TGGTGTAGCTCCTCTGCTGCT |
|  | TGTGGGCACCCTTTAGTGAAC |
| h-PKM2 | AAAAATGGATGCCCAGAGGAC |
|  | GAGTCGGCTTCAATGGAACAA |
| h-LDHA | CCTTGAGCCAGGTGGATGTTT |
|  | CACTGGATCCCAGGATGTGAC |
| h-G6PD | CTACCCGAGCCCAGCTACATT |
|  | TTCTGTTGGGCTGGAGTGAGT |
| h-6PGD | CCATGCCCTGTTTTACCACTG |
|  | AGGTGTGAGCCCCGAAGTAAT |
| h-TALDO1 | CTGTCATCAACCTGGGAAGGA |
|  | GGGCGAAGGAGAAGAGTAACG |
| h-TKTL1 | ACCTTGGGATTCTGTGTGCTG |
|  | CCTAACAAGCTTTCGCTGCTG |
| h-SMPD2 | GCCTGGGAGACTTTCTGAACC |
|  | AAGTGGTGTGCAGCTGGGTAG |
| h-SMPD3 | TTAAGAGACTCCAGGGCTGCTC |
|  | CGGGGATTGTCAAAAACAGTC |
| h-SRSF5(HRS) | CTTCTCGGATCGAGGCTTCTT |
|  | TCGAATCAACTGCGCTCATTA |
| h-STAM1 | CACTGGATTTTTGGGTTGCTC |
|  | GTGGAAAACATTTTTCGCATGA |
| h-TSG101 | CACCTGGTGGTCCATATCCTG |
|  | GATGGTGTCCTCGCTGATTGT |
| h-PDCD61P (ALIX) | TAAGTGCATCTGAGGGCCAAA |
|  | GGGGCCTCCTTTCCTAGTTTC |
| h-RAB27A | GCATGTTTCAGTTTTCAAGAACCA |
|  | AAAGGTGGCTTTTGTGTGTGC |
| h-RAB27B | TCCATGAAGCTGCTTGTCTCA |
|  | GTTGGGTCTCCACCCAGAAAT |
| h-IL-6 | ACCCCCAATAAATATAGGACTGGA |
|  | GGAGTTCATAGCTGGGCTCCT |
| h-BDNF | AATTTTGCTCCCCAGTGAAGG |
|  | GGCTCCCAACTTGACTTCTCC |
| h-CD163 | CCAGTCCCAAACACTGTCCT |
|  | ATGCCAGTGAGCTTCCCGTTCAGC |
| h-Arg (Arginase)-1 | GGCAAGGTGATGGAAGAAACA |
|  | GTGTGCCAGTAGCTGGTGTGA |
| h-TNF-a | CGTCGTAGCAAACCACCAAG |
|  | TTGAAGAGAACCTGGGAGTAGACA |
| h-TGF-β | GAAGAACTGCTGCGTGCGGC |
|  | CTGCGTGTCCAGGCTCCAAATG |

**Supplementary Table S3. EV production normalized to original cell count.** Summary of EV production. EV concentrations obtained by NTA on day 3 of culture. Due to the difference in cell number, across conditions, the data within the manuscript was normalized to EV/cell.

| **Condition** | **Total EVs (×10^6^)** |
| --- | --- |
| **αMEM ULA** | **0.53** |
| **αMEM 25 rpm** | **43.2** |
| **αMEM 40 rpm** | **37.4** |
| **αMEM 64 rpm** | **80.8** |
| **DMEM ULA** | **16.1** |
| **DMEM 25 rpm** | **106.0** |
| **DMEM 40 rpm** | **187.3** |
| **DMEM 64 rpm** | **310.9** |

**Supplementary Figure S1. Calnexin negative control marker to confirm cellular expression but absence in EVs.**

**
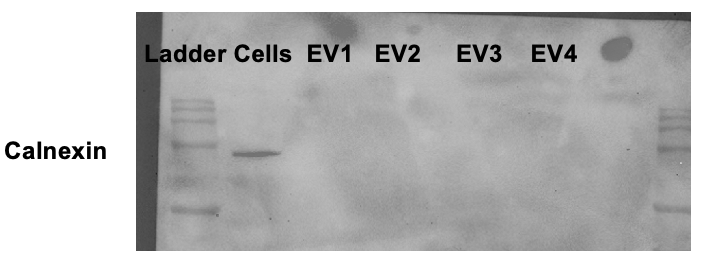
**

**Supplementary Figure S2. Establishing working cell bank of hMSCs in T flasks.** (A) Culture morphology over time of P+1. (B) Culture morphology over time of P+2. Scale bar of 4x: 500 μm. Scale bar of 10x: 200 μm. Scale bar of 20x: 100 μm.

**
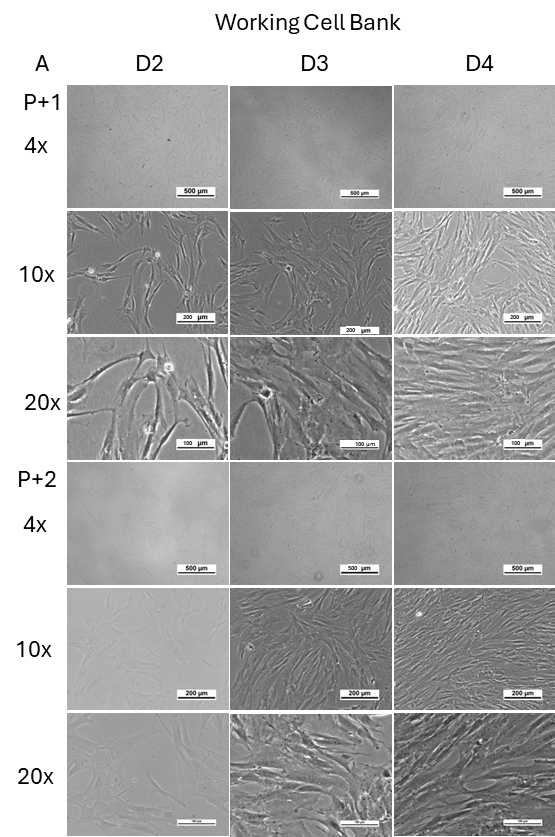
**

**Supplementary Figure S3. Experiment 1 Run 3. hMSC aggregates in VWRBs within αMEM/FBS media from 25 rpm, 40 rpm, and 64 rpm culture conditions.** (A) Culture morphology over time. Scale bar of 4x: 500 μm. Scale bar of 10x: 200 μm. (B) Total cells over time normalized to cells/mL. (C) pH kinetics over time. (D) Cellular viability over time.

**
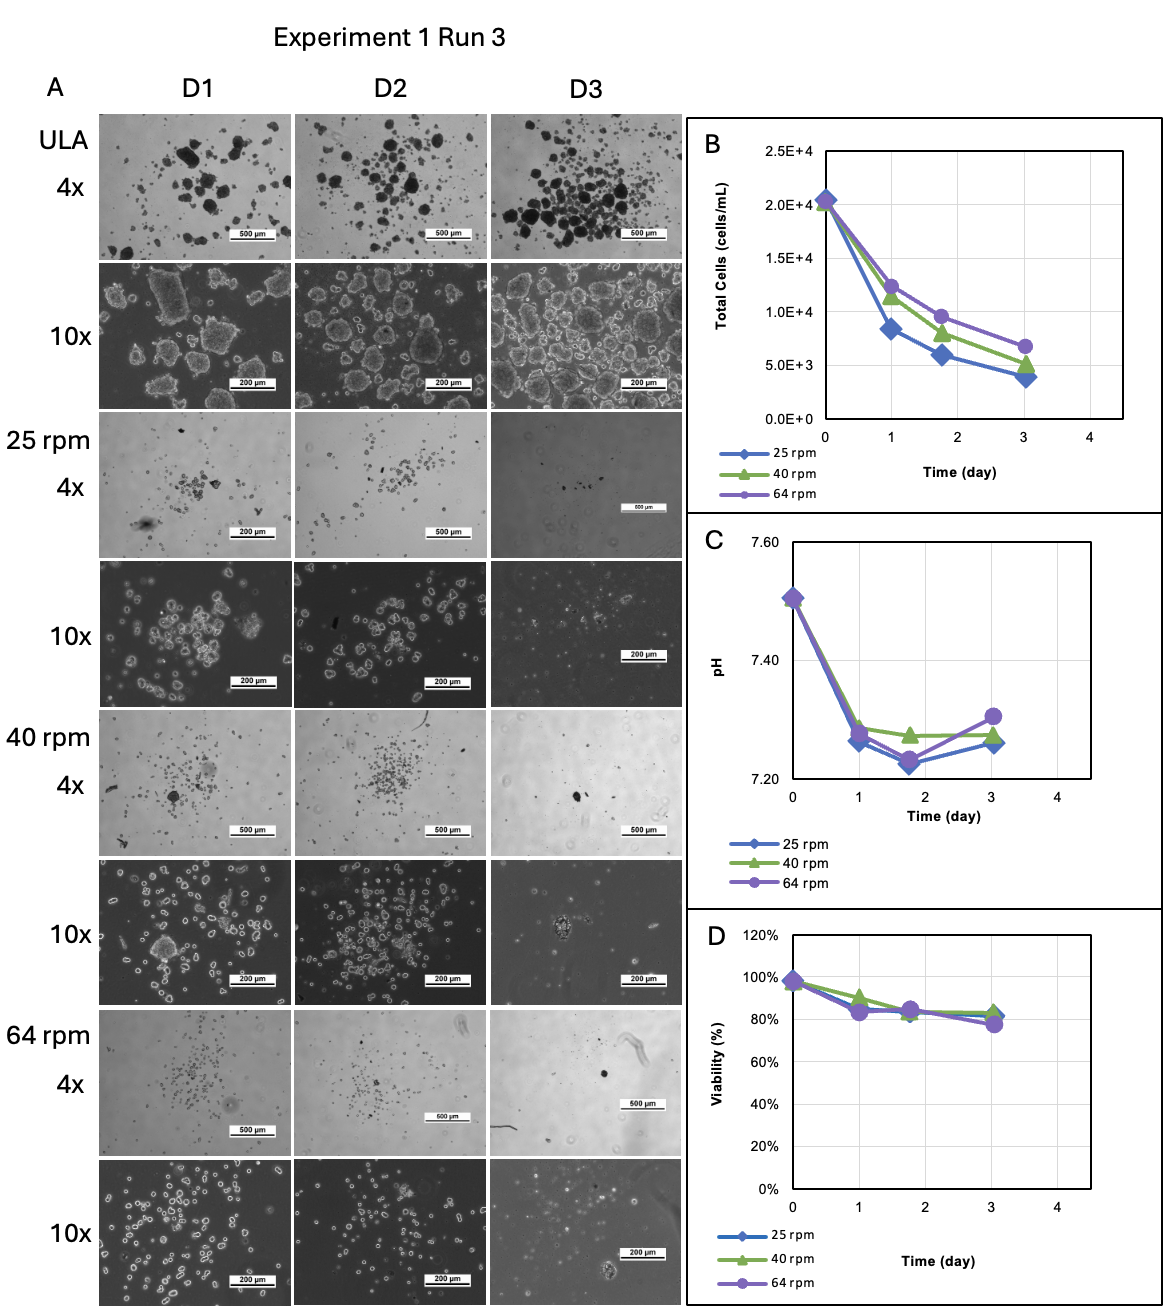
**

**Supplementary Figure S4. Experiment 2 Run 2. hMSC aggregates in VWRBs within DMEM/B27 media from 25 rpm, 40 rpm, and 64 rpm culture conditions.** (A) Culture morphology over time. Scale bar of 4x: 500 μm. Scale bar of 10x: 200 μm. (B) Total cells over time normalized to cells/mL. (C) pH kinetics over time. (D) Cellular viability over time.

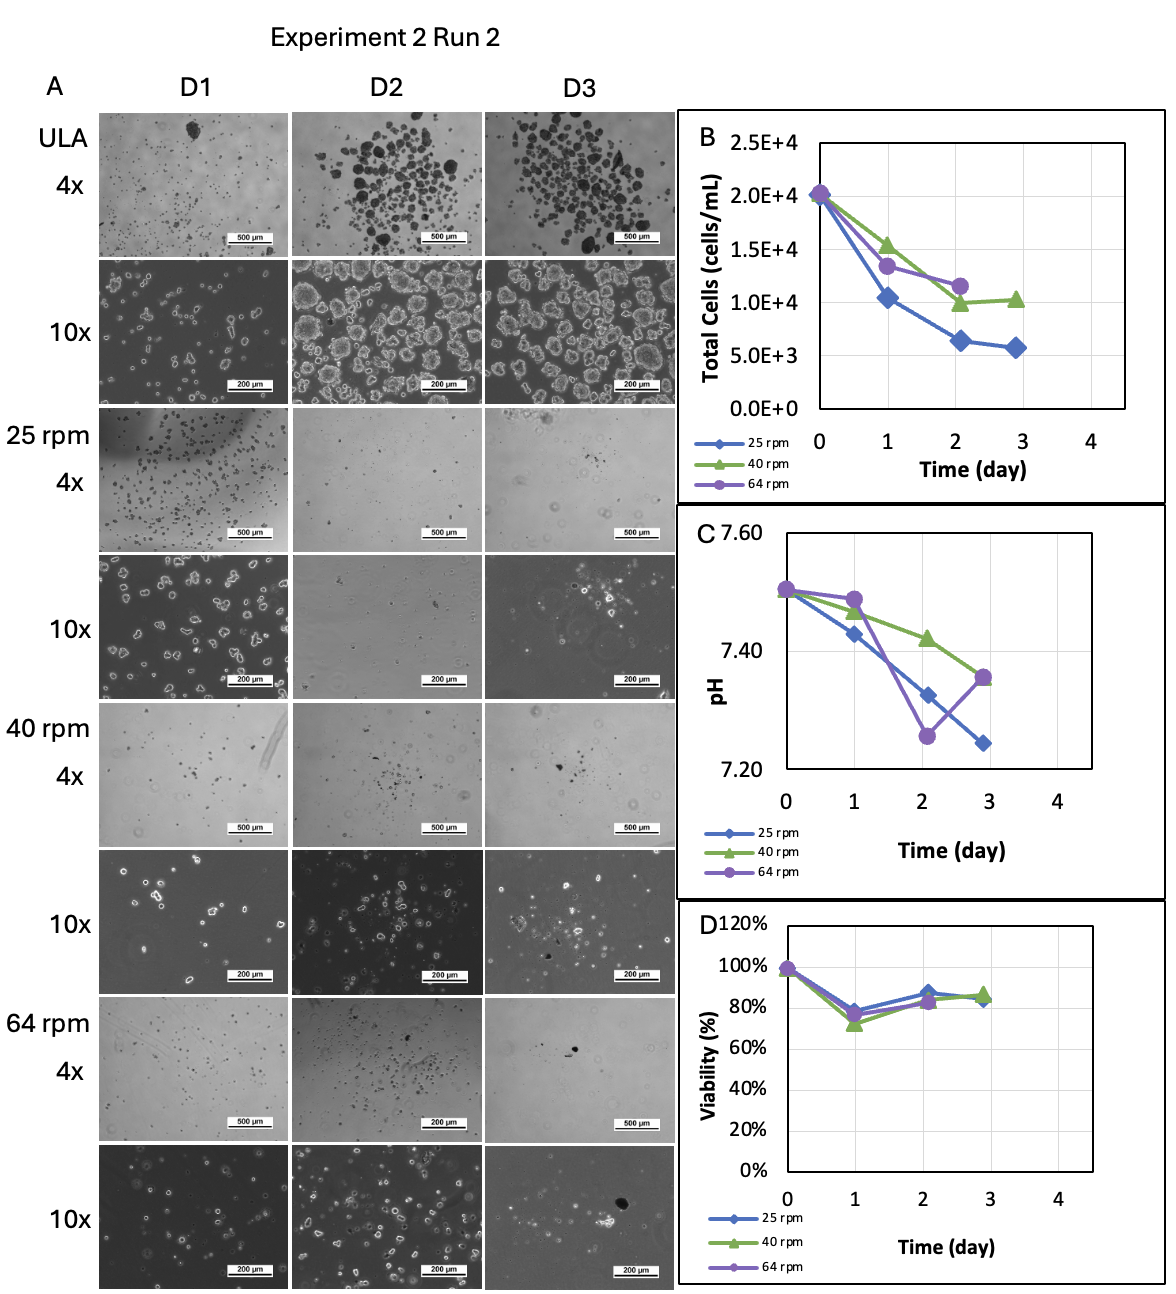

**Supplementary Figure S5. qRT-PCR analysis for mRNA expression of EV biogenesis markers in hBM-MSCs**. The comparison was performed for agitation speeds of 40 and 64 rpm to the static ULA control within DMEM-Run. (a) ESCRT independent EV biogenesis genes; (b) ESCRT dependent EV biogenesis genes. N=3, * indicates p<0.05 and ** indicates p<0.01.

**
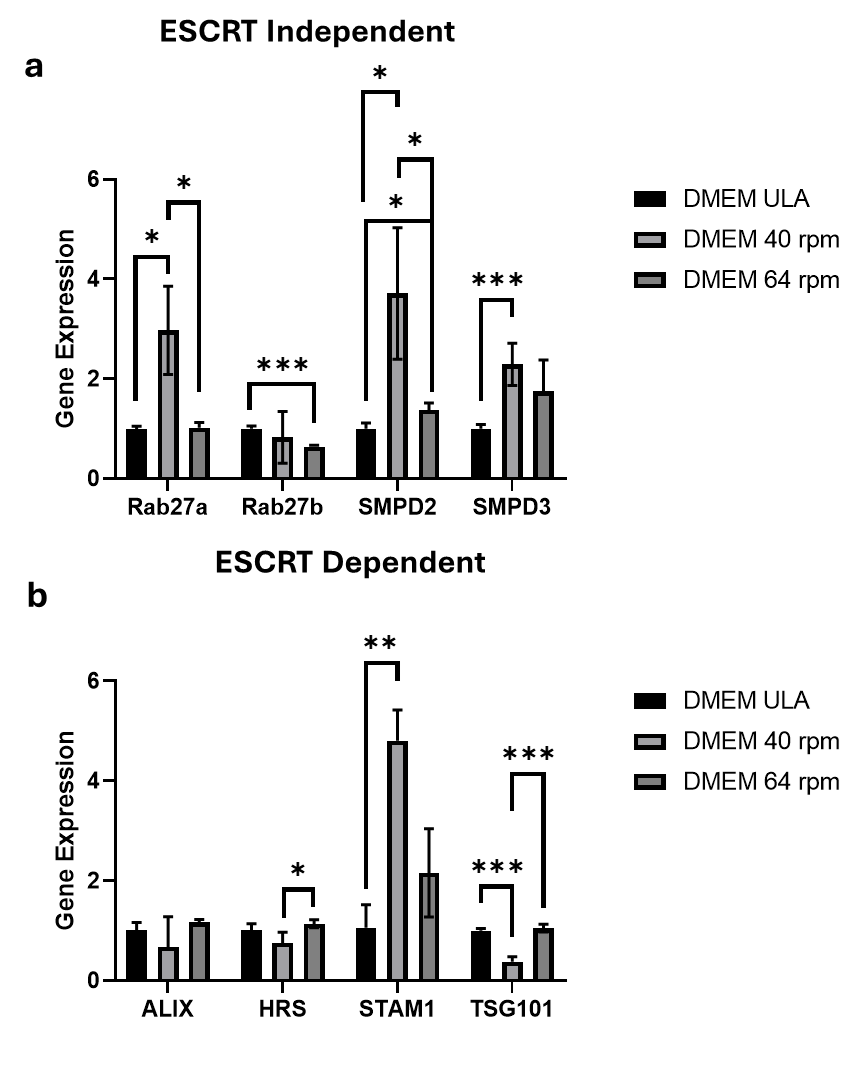
**

**Supplementary Figure S6. Representation of particle size distribution of the EVs measured by nanoparticle tracking analysis.** (A) EVs derived from experiment 1 run 1 within αMEM/FBS media. (B) EVs derived from Experiment 1 Run 2 within αMEM/FBS media. (C) EVs derived from experiment 2 run 1 within DMEM/B27 media. (D) EVs derived from Experiment 2 Run 2 within DMEM/B27 media.

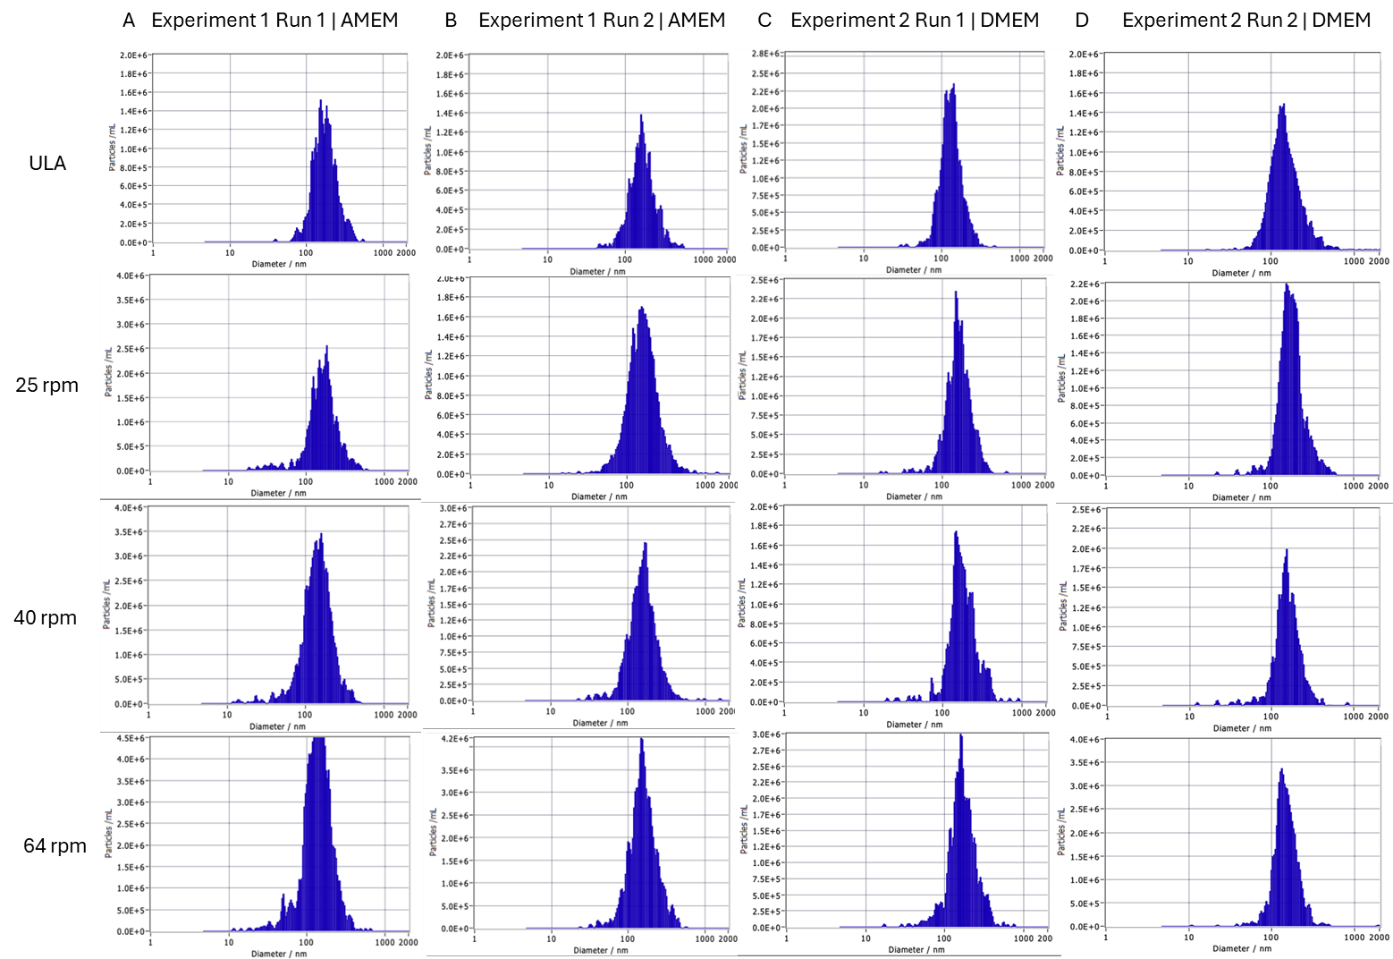

**Supplementary Figure S7. KEGG pathway enrichment graph.**

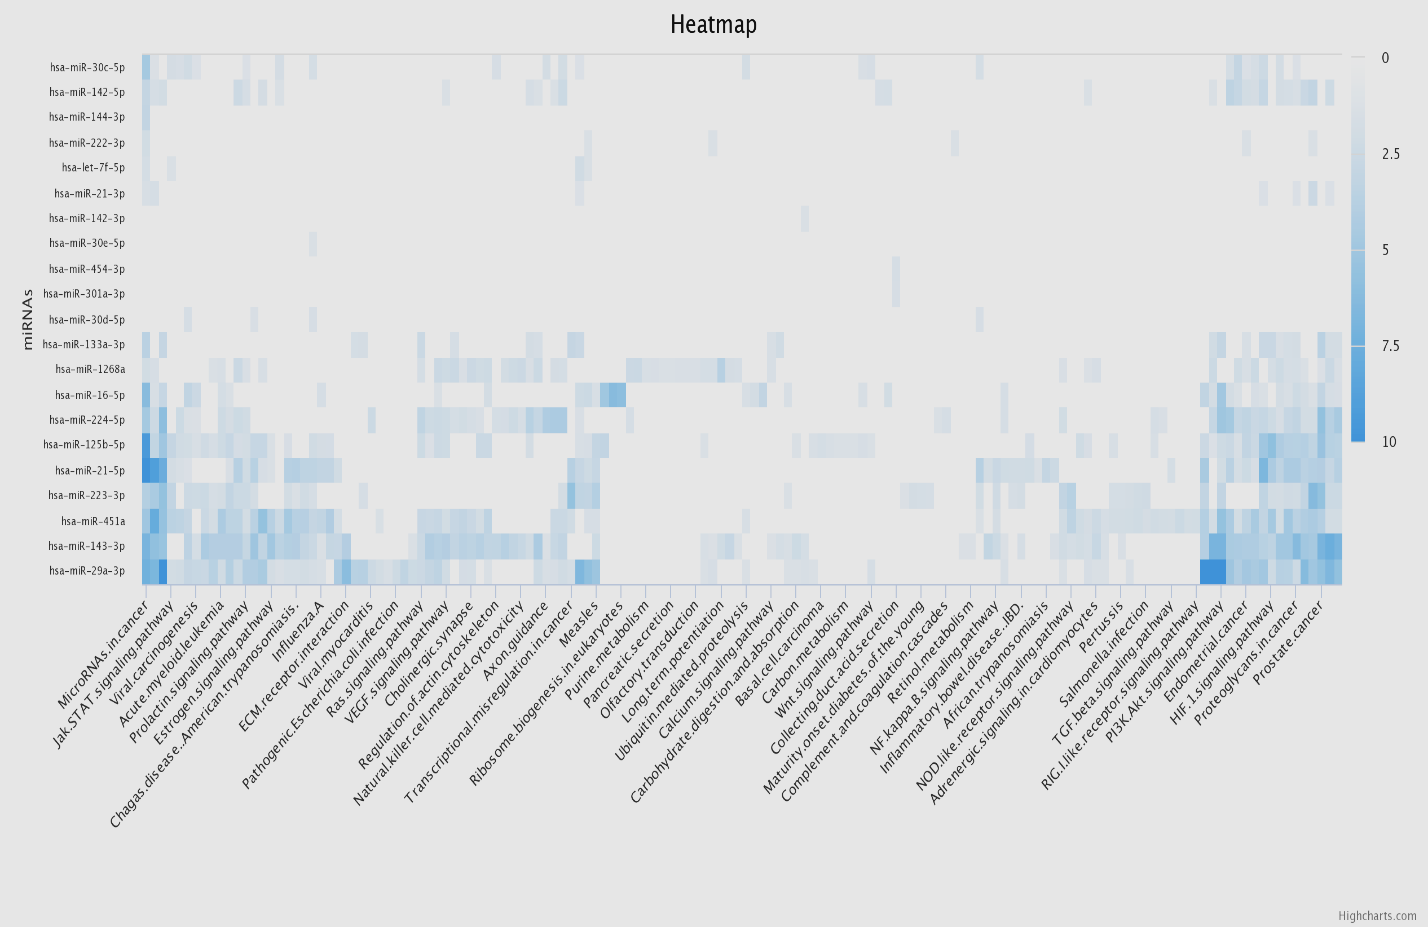

**Supplementary Figure S8. NF-kB expression in Schwann cells (SCs) upon lipopolysaccharide (LPS) stimulation. (**A) Experimental design of SCs exposed to different concentrations of LPS (100, 500, and 1000 ng/mL) for time-course study at 2, 8, 16, and 24 hours of exposure. (B) Representative fluorescent images of SCs at each time point, identifying localization of NF-kB with nucleus. Scale bar: 50 µm. (C) Hoescht staining identifies nucleus. Scale bar: 100 µm. MATLAB program identifies perimeter of each cell and localization of NF-kB within each cell with DAPI mask. Scale bar: 100 µm. (D) Comparison of relative NF-kB localization quantified utilizing MATLAB program. C: control, 100, 500, and 1000 indicate LPS concentration. The numbers 2, 8, 16, and 24 indicate the time by hours. For example, 2-C, 2-100, 2-500, and 2-1000 are for 2-hour time point. N=100-200, *, **, and *** indicate p<0.05.

**
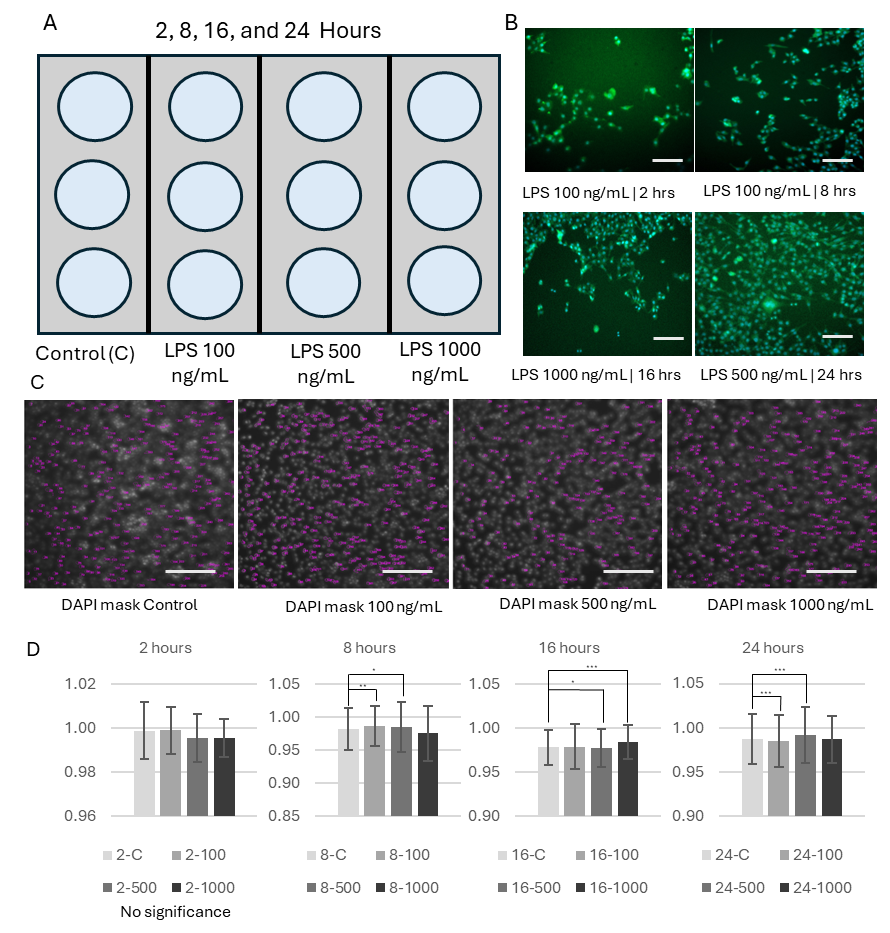
**

How the deposited data were processed for this re-analysis (not part of the article)

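EVs of BM-hMSCs grown as 2D cultures (3 libraries) and as 3D aggregates (3 libraries) were profiled by small RNA sequencing. The authors treated EVs with RNase, isolated RNA with Trizol LS, built libraries from equal RNA mass with the NEBNext small RNA kit, sequenced them on an Illumina NovaSeq instrument and submitted the reads to the OASIS online tool on hg38. The version of the tool, the alignment settings and the release of the miRNA annotation are not given in the sources used here. The submitters' processing notes name DESeq2 and hg38. The paper states default settings of OASIS and miRNet for the miRNA data, and a filter on counts and variance with DESeq2 for RNA-seq data. The table that the authors deposited holds raw counts per mature miRNA, as whole numbers, with no normalization. A last row with no name equals the sum of the other rows in every library, which is 50% of each column, and it was left out.

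From these counts, names were kept where edgeR's filterByExpr kept them by its defaults (a minimum count of 10 scaled to the library size in 3 libraries and a total of at least 15), which left 85 of 2588 names. They were scaled by TMM and tested with glmQLFit and glmQLFTest without a covariate, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors were taken as the size of the log2 fold change divided by the square root of the F statistic. Lists of at least 3 tested members were tested with fry, which asks whether the members move one way and not whether they differ from other miRNAs, with adjustment over the 10 such lists. camera was run with a preset correlation of 0.01 and with an estimated one. PCA used log2 CPM with a prior count of 2. Shares of counts were compared with two-sided exact permutation tests, for which 3 libraries against 3 cannot give a p under 0.1. R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used.

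Library totals ran from 13025 to 27392 miRNA counts, and depth was not varied apart from the number of libraries. No pair of libraries of the same group differed by as little as sampling noise (the lowest chi-square per degree of freedom was 2.36), so none was taken as a copy of another. This covers counting error only and does not show that the libraries came from separate cultures. The test was tried on simulated counts for 608 names in 20 simulations with 200 changed names each. Counts were drawn with the means of the libraries, their totals multiplied by TMM factors, and a dispersion of 0.156. The tested names of the real libraries have 0.0731, so the simulated counts were noisier. The test called 80.6% of the tested names changed 4-fold, 21.6% of those changed 2-fold and 1.11% of those left unchanged, and it called 0.15 names on average when none was changed.

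The following were fixed before the data were examined: the main test, 18 miRNA lists, the alternatives and the rule for naming miRNAs. The lists were erythrocyte, leukocyte, endothelial, muscle, liver, neural, epithelial and stromal miRNAs, the let-7 and miR-30 families, the miR-17/92 clusters, hypoxia, names that overlap other RNA classes, and 5 lists taken from the paper. The rule names the miRNAs of the Figure 6 heatmap and of Table 1, the 5 largest and 5 smallest fold changes among called miRNAs with no overlap between the groups, the 5 most abundant of each group, the most abundant members of a list that is described, and hsa-miR-210-3p. Figure 6 had been seen when the rule was written. Its heatmap is among the lists taken from the paper, so the other lists may not be blind to it. The alternatives were DESeq2, limma-voom, other scalings, other filters, other thresholds, a replicate block and leaving out each library. Leaving out names that match ribosomal RNA, and leaving out names that share identical counts with another name, were added after seeing the data.

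Hairpin positions are from GENCODE release 44 on hg38. The mature sequences used to place miRNAs in their hairpins were written by hand from general knowledge, and each was found once in its annotated hairpin. hsa-miR-7641 and hsa-miR-6087 have no entry by those names in the annotation used here, so their sequences could not be checked this way. KEGG enrichment of miRNA targets was not analysed here, because it needs a target database.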

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

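All tests of explanations in this part were chosen after the results were seen. 5 miRNAs that the paper does not discuss were higher in 3D EVs past an adjusted p of 0.05 from edgeR, and this is what brought them here. Their log2 fold changes were 3.13 for hsa-miR-146a-5p, 1.18 for hsa-miR-1248, 0.71 for hsa-miR-342-3p, 1.33 for hsa-miR-125a-5p and 1.06 for hsa-miR-146b-5p. Without 2D replicate 2, hsa-miR-146a-5p, hsa-miR-342-3p, hsa-miR-125a-5p and hsa-miR-146b-5p lost their calls (adjusted p = 0.059, 0.27, 0.41 and 0.29 from edgeR), and without 2D replicate 1 hsa-miR-1248 did (adjusted p = 0.083 from edgeR). Of 14 alternatives, 13 kept the call of hsa-miR-146a-5p (adjusted p between 2.46e-07 and 0.059), 13 that of hsa-miR-1248 (2.25e-06 to 0.083), 10 that of hsa-miR-342-3p (5.58e-06 to 0.27), 8 that of hsa-miR-125a-5p (0.00038 to 0.41) and 7 that of hsa-miR-146b-5p (0.00038 to 0.29). Other single libraries also ended calls of hsa-miR-342-3p (2D replicate 1 and 3D replicates 2 and 3), hsa-miR-125a-5p (2D replicate 1 and 3D replicates 1 and 3) and hsa-miR-146b-5p (2D replicates 1 and 3 and 3D replicates 1 and 3).

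The first pattern is that 8 called miRNAs of the erythrocyte, leukocyte, endothelial and muscle lists were lower in 3D EVs, with log2 fold changes from -3.51 to -1.43, and 7 of them are in the paper's heatmap, while in the same leukocyte list hsa-miR-342-3p was higher and hsa-miR-155-5p did not pass (log2 fold change -0.10, adjusted p = 0.84 from edgeR). The change to library totals does not account for the direction, since 7 of the 8 stayed lower and past the threshold, all but hsa-miR-126-3p. It does account for part of the size, since every log2 fold change came nearer to no change. That of hsa-miR-16-5p went from -1.97 to -1.12 and that of hsa-miR-126-3p from -1.43 to -0.57. A single outside source with no release of any of them by the MSCs would lower all of its miRNAs by the same factor. These 8, chosen because they fell, did so by different factors (Cochran's Q = 34.9 with 7 degrees of freedom, where 14.1 is the 95% point without heterogeneity). Errors are taken as independent between miRNAs, though both arms of miR-142 and of miR-126 are among the 8. A Q over all 8 cannot tell whether only some of them, such as hsa-miR-16-5p, are also released by the MSCs. An outside source on top of release by the MSCs, such as blood cells or residual serum, remains open: hsa-miR-144-3p, hsa-miR-223-3p and the liver miRNA hsa-miR-122-5p were lower too among names with a total of at least 10 (log2 fold changes -3.65, -3.34 and -3.14, adjusted p = 1.92e-05, 3.69e-06 and 0.00012 from edgeR), and the ratio of hsa-miR-451a to hsa-miR-133a-3p counts was 4.47 ± 0.658 in 2D and 4.99 ± 1.07 in 3D EVs (SD, 3 libraries each), while hsa-miR-486-5p, which is also abundant in red blood cells, reached at most 10 counts, in a library with 5217 counts of hsa-miR-451a, and no profile of such a source and no medium without cells is among the libraries. An effect of the culture on EV loading was not tested apart from these and stays open too.

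The second pattern is that 7 stromal miRNAs were higher in 3D EVs, and all 7 are in the paper's heatmap. Both arms of miR-21 and of miR-143 are among them, so they do not come from 7 separate hairpins. The test of dilution below takes the errors of all members as independent. That count fell to 3 without 2D replicate 2 (hsa-miR-21-5p, hsa-miR-21-3p and hsa-miR-222-3p). It fell to 4 without 2D replicate 1, without 3D replicate 3 and with a replicate block. Dilution of the 2D libraries by the miRNAs that were abundant there would move the stromal miRNAs by one factor, and the 13 tested with distinct counts moved by different factors (Cochran's Q = 25.1 with 12 degrees of freedom, where 21.0 is the 95% point, log2 fold changes from -0.58 to 1.52). The choice of scaling stays open: the 4 other scalings all moved fold changes up, by a median of 0.0348 to 0.822 on the log2 scale, so the upward calls under them (12 with library totals) decide nothing. Aggregate culture and agitation differ together between the groups, so an effect of either stays open and was not tested, and part of the rise may still come from dilution.

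The third pattern is that names overlapping ribosomal, small nucleolar or repeat RNA passed the threshold. One shift in the amount of such fragments would move them together, and 4 were higher while 3 were lower (2 higher without 2D replicate 1, and 1 lower with library totals as the only scaling). hsa-miR-3607-3p and hsa-miR-3607-5p come from the same locus and count as 1 in that respect. hsa-miR-7641, whose hand-written sequence occurs in a transcript classed as ribosomal, is not among these listed names. It did not pass (log2 fold change 0.36, adjusted p = 0.34 from edgeR), though its share was 12.8% in 2D EVs and 28.1% in 3D EVs. No biological explanation was tested for this pattern.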

How the results depend on the processing

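The alternatives without names that match ribosomal RNA and without names with identical counts, and the count over other splits, were chosen after the results were seen. The count of called miRNAs was 44 and stayed within 1.5 times that under every alternative, from 33 to 51. Of 37 named miRNAs past the threshold, 18 kept their call under all 14 alternatives run for them and 19 lost it under at least 1, and none of them changed direction. hsa-miR-155-5p, which did not pass under any, had log2 fold changes of 0.057 with DESeq2, 0.0079 with limma-voom, 0.71 with library totals, 0.062 with relative log expression, 0.39 with upper-quartile factors, 0.098 with a total of at least 10 and 0.22 with no filter, against -0.10, and -0.35 to 0.17 when 1 library was left out. The split between directions depended on the scaling: 36 were higher and 12 lower with library totals, and 29 were higher with upper-quartile factors. Leaving out 1 library at a time gave 8 to 19 higher, with 10 without 2D replicate 1 and 8 without 2D replicate 2, and 7 to 12 of the heatmap's 3D-high miRNAs past the threshold, with 7 without 2D replicate 2. The causes of these shifts were not tested beyond the change in scaling itself and the smaller number of libraries. Of 10 lists tested, 9 passed with fry, 5 with upper-quartile factors, 4 with camera at the preset correlation and none (0) with camera at an estimated correlation, which compares each list with the other miRNAs. With library totals the Table 1 list and the list of an earlier bioreactor study turned upward and did not pass (fry of limma, adjusted p = 0.0692 and 0.421). PC1 held 58.2% of the variance with each miRNA scaled, 48.0% with names of a total of at least 10 and 40.1% with no filter, where more names with few counts enter, and 69.6% to 79.5% when 1 library was left out. Shares were also taken without hsa-miR-7641, the most abundant name over all libraries, in the denominator. The difference in share, 3D minus 2D in percentage points, was then 21.1 for the stromal list and 2.71 for the let-7 family. It was 0.337 for the leukocyte list, where it was -0.826 with hsa-miR-7641, and -15.1 for the 10 most abundant names. The stromal share counts hsa-miR-199a-3p and hsa-miR-199b-3p, which have identical counts, under both names. The difference for names overlapping other RNA classes was -4.08, between -6.18 and 0.114 when 1 library was left out. It was above 0 without 2D replicate 3. That list holds hsa-miR-6087 but not hsa-miR-7641, whose share was 12.8% in 2D EVs and 28.1% in 3D EVs. Together these names took 26.5% in 2D EVs and 35.5% in 3D EVs, so -4.08 gives no direction for all such fragments. The replicate numbers did not pair the libraries: the deviations of same-numbered libraries had correlations across miRNAs of -0.203, 0.00673 and -0.0987, and not every library correlated best with its own number. With a replicate block 37 miRNAs were called, 14 higher and 23 lower. Leaving out names that match ribosomal RNA gave 42 calls and leaving out names with identical counts gave 45. Simulated libraries, 3 per group, had the library totals multiplied by their TMM factors and a dispersion of 0.156, where the tested names have 0.0731. In them the test found 21.6% of 2-fold changes, and what depth limits was not separated from the number of libraries and the dispersion. The 10 splits of the libraries are too few for a share under 0.05, and the real split gave 44 calls and 9 lists, as the only 1 of them to do so, where the highest other split gave 0 of each. The other splits mix 2D and 3D libraries within a group, which widens the spread there, so their 0 calls decide little. Both heatmap lists, the discussion list and the Table 1 list were chosen by the paper on these libraries. Their passing is therefore not independent evidence.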

Differences from the paper's values

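No test in this part was chosen after the results were seen. The paper's text counts 13 downregulated miRNAs in the comparison of 3D with 2D EVs, in wording that places them within 2D EVs and leaves the direction open. Read as lower in 3D EVs, the count here was 26 at an adjusted p under 0.05 from edgeR. The paper's statistics section gives p under 0.05 for the whole study, and its text names no threshold for this count. In the volcano plot the coloured points lie past an absolute log2 fold change of 1, read by eye, and with that minimum added 24 were lower and 12 higher here. Of the alternatives set before the data were examined, library totals gave 12 and upper-quartile factors gave 18, both within 1.5 times the paper's count, and the other alternatives did not. The paper's text gives 347 miRNAs as not significant, and 41 of the 85 tested here did not pass. No alternative came within 1.5 times of that count, since 570 did not pass with no filter and 201 did not with a total of at least 10. The paper's count of miRNAs upregulated within 3D EVs is 17, and 18 were found here. The heatmap shows 17 miRNAs higher in 2D and 13 higher in 3D. With the heatmap's direction, the paper's 17 stands beside 26 lower here and its 13 beside 18 higher. Of the heatmap's miRNAs, all 17 were lower and all 13 were higher in 3D EVs here, when tested among names with a total of at least 10.

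The paper's text gives 23.5% of the variance for PC1, and the value here was 73.4%. No alternative came within 1.5 times of it, and the closest was no filter with 40.1%. The figure shows about 27% for PC1 in Fig. 6Ai, read by eye, another value than the text. With no filter the share here was 40.1%, within 1.5 times of the figure's value, and under the other alternatives it was not. For PC2 the figure shows about 18% in Fig. 6Ai, read by eye, and the value here was 10.4%. No alternative was run for PC2.

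The discussion states that a group of 6 miRNAs is upregulated in 3D culture. Of these, 3 were higher here, of which 0 passed without 2D replicate 2, and hsa-miR-451a, hsa-miR-16-5p and hsa-miR-133a-3p were lower with log2 fold changes of -3.39, -1.97 and -3.51, as they are in the paper's own heatmap. A later statement that hsa-miR-29a-3p, hsa-miR-133a-3p and hsa-miR-143-3p increase holds here for the first and the last. The discussion also states an increase of hsa-miR-144-3p in 3D culture, where the log2 fold change here was -3.65 among names with a total of at least 10. The directions that the results section gives for hsa-miR-133a-3p and hsa-miR-1291 were the same here.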

Other observations

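The ratios of miRNAs, the match to ribosomal RNA and the search for identical counts were chosen after the results were seen. Other groups of miRNAs were close to the floor, and no member of the liver, neural, epithelial or hypoxia lists passed the expression filter. Of the liver list, hsa-miR-122-5p had the highest mean count, with 25, 28 and 6 counts in the 2D libraries and 2, 3 and 3 in the 3D libraries. The neural list took 0.0122% ± 0.0180 (SD, n = 3) of the counts in 2D EVs and 0.0207% ± 0.0130 (SD, n = 3) in 3D EVs, and the epithelial list had 0 counts in every 3D library. hsa-miR-210-3p, the miRNA induced by hypoxia, had 0 counts in every 2D library and 5, 1 and 3 counts in the 3D libraries, too few for the test. Of the miRNAs that the introduction quotes from an earlier bioreactor study, 5 were tested. Of these, 1 was higher and 3 were lower in 3D EVs (the same when adjusted over the list alone). With library totals as the only scaling 1 was lower. The introduction gives them as upregulated against static 2D culture and names no arms. hsa-miR-126-3p and hsa-miR-126-5p, both lower here, are arms of the same quoted miRNA. The list moved down (fry, adjusted p = 0.015; camera, adjusted p = 0.57 with an estimated correlation), while its share of the counts was 2.23% ± 0.469 (SD, n = 3) in 2D EVs and 6.86% ± 0.246 (SD, n = 3) in 3D EVs, and hsa-miR-21-5p is in it. With library totals as the only scaling the list did not pass (adjusted p between 0.046 and 0.57 over 12 alternatives, of which 2 passed).

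The ratio of hsa-miR-451a to hsa-miR-133a-3p counts was 4.47 ± 0.658 (SD, n = 3) in 2D EVs and 4.99 ± 1.07 (SD, n = 3) in 3D EVs. The ratio of hsa-miR-451a to hsa-miR-16-5p counts was 1.63 ± 0.138 (SD, n = 3) in 2D EVs and 0.611 ± 0.0547 (SD, n = 3) in 3D EVs.

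The sequence of hsa-miR-6087 as written by hand, TGAGGCGGGGGGGCGAGC, occurs 1 time in the ribosomal RNA gene RNA45SN1 on chromosome 21 of hg38, from 8433222 to 8446572. That of hsa-miR-7641, TTGATCTCGGAAGCTAAGC, occurs whole in 1 transcript that GENCODE classes as ribosomal, pseudogenes included. The 2 names together took 26.5% ± 9.86 (SD, n = 3) of the counts in 2D EVs and 35.5% ± 3.55 (SD, n = 3) in 3D EVs. hsa-miR-199a-3p and hsa-miR-199b-3p have the same mature sequence and identical counts in all 6 libraries, so they are not independent measurements. hsa-miR-151a-5p and hsa-miR-151b also have identical counts in all libraries.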
